# Regulation of gene expression and RNA editing in *Drosophila* adapting to divergent microclimates

**DOI:** 10.1038/s41467-017-01658-2

**Published:** 2017-11-17

**Authors:** Arielle L. Yablonovitch, Jeremy Fu, Kexin Li, Simpla Mahato, Lin Kang, Eugenia Rashkovetsky, Abraham B. Korol, Hua Tang, Pawel Michalak, Andrew C. Zelhof, Eviatar Nevo, Jin Billy Li

## Abstract

Determining the mechanisms by which a species adapts to its environment is a key endeavor in the study of evolution. In particular, relatively little is known about how transcriptional processes are fine-tuned to adjust to different environmental conditions. Here we study *Drosophila melanogaster* from ‘Evolution Canyon’ in Israel, which consists of two opposing slopes with divergent microclimates. We identify several hundred differentially expressed genes and dozens of differentially edited sites between flies from each slope, correlate these changes with genetic differences, and use CRISPR mutagenesis to validate that an intronic SNP in *prominin* regulates its editing levels. We also demonstrate that while temperature affects editing levels at more sites than genetic differences, genetically regulated sites tend to be less affected by temperature. This work shows the extent to which gene expression and RNA editing differ between flies from different microclimates, and provides insights into the regulation responsible for these differences.

## Abstract (web summary)

Environmental adaptation is generally studied at the genomic level, but it may also be driven by transcriptional processes. Here, the authors investigate variation in gene expression and RNA editing across diverging populations of *Drosophila melanogaster* from two microclimates.

## Introduction

Gene expression and RNA editing are two dynamic transcriptional processes that can potentially be altered through the process of natural selection, but the prevalence and mechanisms of this phenomenon have only begun to be explored relatively recently. Evidence suggests that changes in gene expression can be adaptive, in species ranging from humans to fruit flies, and fish to yeast^1–5^. In many of these cases, a mutation in the regulatory region of the gene of interest has been identified as the cause of the gene expression change. It is clear that gene expression is a trait that is selected for in different species and environments, and may even play a stronger role in adaptation than changes in the amino acid sequences of proteins^1^.

While there have been several promising studies highlighting gene expression adaptation, much less is known about how RNA editing levels are altered in response to changing environments. The most common form of RNA editing is Adenosine-to-Inosine, or A-to-I editing, catalyzed by adenosine deaminase acting on RNA (*ADAR*). Inosine gets recognized as guanosine during translation, so A-to-I RNA editing has the potential to alter amino acid sequences of proteins and affect other transcriptional processes^6–8^. It is especially important for proper neuronal function; for instance, mice lacking *ADAR2* die of seizures early in life^9^, and flies lacking *ADAR* display a host of neurological phenotypes, including age-dependent neurodegeneration, problems with locomotion, as well as courtship and circadian rhythm defects^10,11^. In light of these findings, it is interesting that one of the major studies that showed an adaptive role for RNA editing involved a non-synonymous editing site in a potassium channel^12^. In that study, octopuses that lived in warmer temperatures had lower editing levels at this site, while those that lived in cooler water temperatures had higher editing levels. The levels of this site were also shown to affect the gating kinetics of the potassium channel and help explain how the channel functions properly despite the wide range of temperatures in which octopuses live. However, the question remains whether the adaptive editing change is due to environmental factors associated with the different water temperatures, or due to a genetic change that affects RNA editing in *cis*.

*Drosophila* is a useful model system to investigate the influence of environmental and genetic changes on RNA editing levels. Previous work in our lab and others shows the importance of genetic *cis*-regulation in comparing editing levels between different *Drosophila* species^13^, and in *Drosophila* that come from a common environment^14,15^, while other work in flies has shown that RNA editing changes in response to temperature^16,17^. Although examples of *cis*-regulation and *trans*-regulation of RNA editing have been identified, we do not know the relative importance of these modes of regulation when comparing flies from different environments.

To determine how genetics and environment affect gene expression and RNA editing, we examine *Drosophila melanogaster* flies that live along a microclimatic gradient in Evolution Canyon I (EC I, located in Lower Nahal Oren, Mt. Carmel, Israel). The north-facing slope (NFS) of the canyon is shaded, humid, and cool, while the south-facing slope (SFS) is sunny, hot, and dry^18^. Studying flies in Evolution Canyon presents a unique opportunity to identify genomic regions of selection that occur due to adaptation to different microclimates. Previous studies have already demonstrated genetic differentiation and patterns of local adaptations in *D. melanogaster* from the two abutting slopes^19,20^, although gene expression and RNA editing have not yet been systematically examined in these flies. We perform whole-genome sequencing (WGS) and RNA-seq on individual fly lines from Evolution Canyon to investigate how DNA mutations modulate differences in gene expression in flies between the NFS and SFS. We also measure RNA editing levels in these lines to determine the role of genetic *cis*-regulation in guiding editing level differences, and how this mode of regulation compares and interacts with environmental regulation of editing. With this study, we form a more complete picture about the various contributions to gene expression and RNA editing differences in flies from Evolution Canyon, results that can potentially be applied to other species and climates.

## Results

### Inter-slope and intra-slope genomic divergence and differentiation

To determine the extent to which genetic *cis*-regulation affects gene expression and editing levels in flies from the opposite slopes of Evolution Canyon, we sequenced individual flies from 16 isofemale lines from the south-facing slope (SFS) and 16 isofemale lines from the north-facing slope (NFS) (Fig. 1a). Specifically, for each of these 32 lines, we performed WGS, RNA-seq of whole body and head tissue of flies raised at 25 °C, and mmPCR-seq of whole body tissue from flies raised at 25 and 18 °C. mmPCR-seq is a targeted sequencing method our lab recently developed that allows us to measure editing levels at high resolution for many samples simultaneously^21^.

**Fig. 1:**
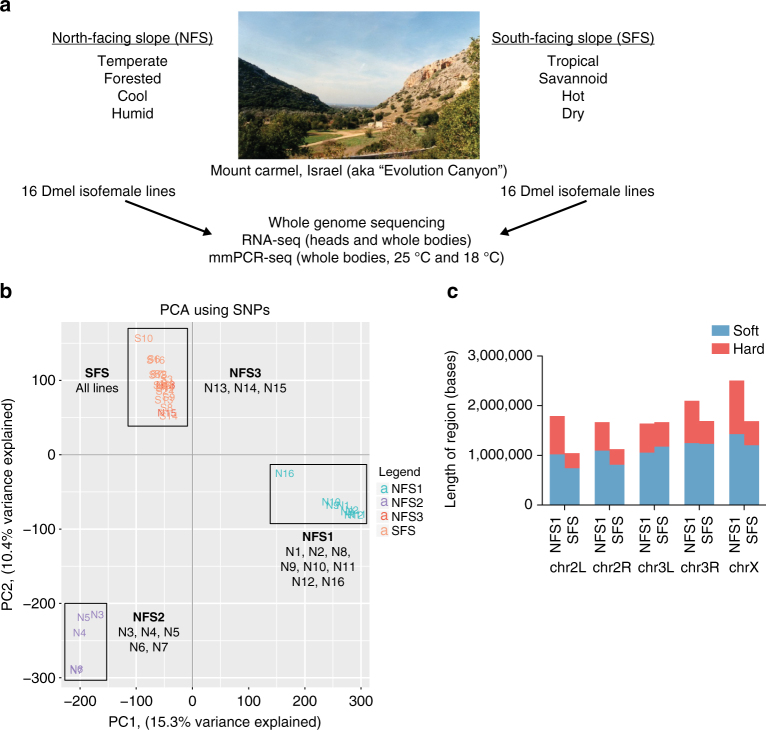
Genetic differences and selective sweeps in *D. melanogaster* from Evolution Canyon. **a** Schematic detailing the sequencing experiments performed. Photo credit: Michael Margulis. **b** PCA plot using SNPs from the 32 Evolution Canyon fly lines, with a single fly represented per line. The sub-populations are labeled as follows: NFS1 (turquoise), NFS2 (purple), NFS3 (red), SFS (orange). **c** Bar plot showing length of hard and soft sweep regions in 4 NFS1 and 12 SFS lines for different chromosomes

Since the sample collection sites of the two slopes of the canyon are only separated by 250 meters on average, and inter-slope migration of the flies has been previously recorded^22^, we first wanted to determine if any of the NFS or SFS flies were migrants from the opposite slope that they were collected from. To do this, we performed principal component analysis (PCA) using data from ~2 million SNPs identified from WGS (Fig. 1b). While the SFS lines all form a single cluster, the NFS lines formed three different groups, which we label ‘NFS1’, ‘NFS2’, and ‘NFS3’. The NFS3 group consists of three isofemale lines that are in the same cluster as the SFS lines, suggesting that these flies are migrants from the SFS. Much higher migration rates were recorded from SFS to NFS than the reverse^22^, so the presence of some NFS flies among the SFS flies is expected. Still, the presence of the other two distinct PCA clusters within the NFS implies overall higher diversification of this group compared with the SFS. Since the lines in the NFS1 group are separated from the rest of the flies on the PC1 axis, which explains the most variation in the data set (15.3%), and since the NFS1 group contains more flies than the NFS2 group, we considered the flies in the NFS1 group to most accurately represent the NFS flies. However, the NFS2 lines may also be a relevant population that warrants further study. Thus, for completeness, we analyzed the 8 NFS1 lines and 5 NFS2 lines separately, with the main figures representing comparisons between the NFS1 and SFS lines, and those pertaining to the NFS2 and SFS lines in the supplementary figures. Since the SFS lines were relatively tightly clustered together, we used all 16 of these lines in subsequent analyses. For clarity, we will refer to these specific clusters as ‘NFS1’, ‘NFS2’, and ‘SFS’.

Next, we wanted to determine which fraction of the standing genomic variation is under selection, and thus likely to be adaptive. To do this, we identified selective sweeps genome-wide. Selective sweeps are regions of DNA that show reduced nucleotide diversity, as a result of one or more beneficial alleles in that region reaching fixation in the population. Although selective sweep regions were previously identified in these Evolution Canyon fly lines, they were determined from genome sequencing of the pooled NFS and SFS lines^19^. We re-calculated the sweep regions with the new genome sequencing data from each individual fly line and also took into account the new fly group clustering from the PCA results (Methods section), enabling distinction between hard and soft sweeps. In a hard sweep, one newly occurring mutation is rapidly swept up to fixation in a population, while in a soft sweep, multiple independent mutations are simultaneously swept up in a population^23^. Sweep regions with total length 9.71 Mb (with 5.85 Mb or 60% classified as soft sweeps and 3.86 Mb or 40% classified as hard sweeps) and 8.26 Mb (with 6.37 Mb or 77% classified as soft sweeps and 1.88 Mb or 23% classified as hard sweeps) were found in the NFS1 and NFS2 populations, respectively. Sweep regions of a smaller size (7.22 Mb) were identified in the SFS population, with 5.16 Mb (71%) classified as soft sweeps and 2.06 Mb (29%) classified as hard sweeps (Fig. 1c, Supplementary Fig. 1, Supplementary Data 1). A visualization of where these sweeps are located along each chromosome is presented in Supplementary Fig. 2, and demonstrates that the NFS1, NFS2, and SFS flies have experienced unique evolutionary changes.

### Comparison of differential gene expression and SNP patterns

We next determined how gene expression differs between the NFS and SFS fly lines. We performed RNA-seq on head and whole body tissue from each fly line. We identified 515 and 449 genes that were differentially expressed between the NFS1 and SFS lines in the whole body and head tissue, respectively (Fig. 2a, b, Supplementary Data 2). Gene ontology (GO) analysis using GOseq^24^ shows several significantly enriched GO-term groups (Fig. 2c, d), specifically in genes with higher expression in the SFS flies than the NFS1 flies. In whole bodies, glutathione transferase activity shows the highest enrichment. These genes make up a family of enzymes that are involved in detoxifying xenobiotics. Upon further examination, we found that genes with glutathione transferase activity are globally over-expressed in the SFS compared to NFS1 (Supplementary Fig. 3a). We also observed hydrolase activity acting on glycosyl bonds to be highly enriched in whole bodies, and peptidase inhibitor activity shows enrichment in both whole bodies and heads. In addition, we examined genes involved in pigmentation, DNA repair, and heat stress response. Based on previous studies, one might expect these genes to be more highly expressed in flies living in the SFS given its increased sunlight, radiation, and heat relative to the NFS^25–28^. For pigmentation, we observed all genes that were differentially expressed to have higher expression in the SFS flies (Supplementary Fig. 4a, b). In addition, we observed that *TotX*, part of the stress-inducible humoral factor *Turandot* genes^29^, is over 10 times more expressed in whole flies from SFS compared to NFS1. Additional *Turandot* genes show higher expression in SFS flies as well (Supplementary Fig. 4c).

**Fig. 2:**
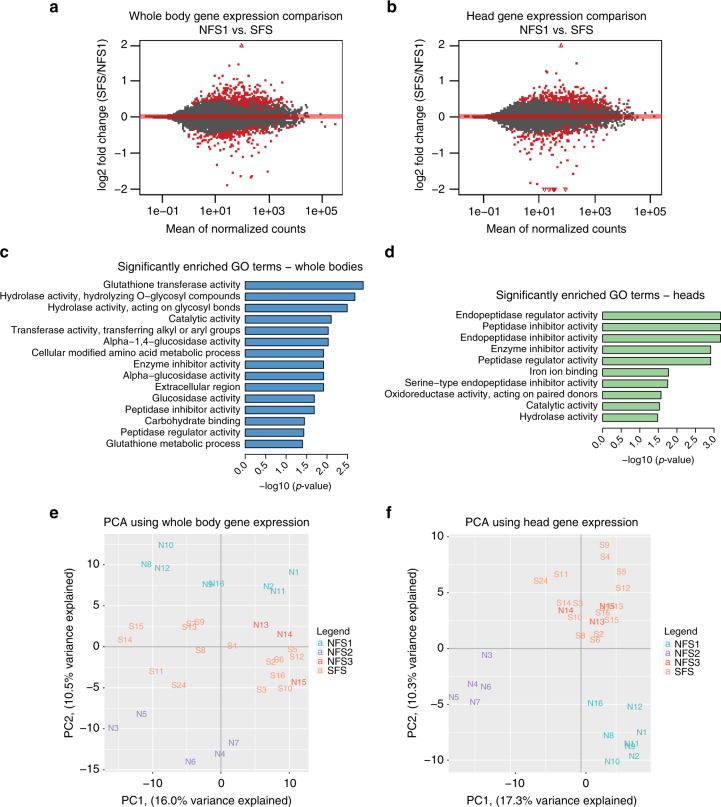
Gene expression differences between NFS1 and SFS populations reflect genetic differences. **a**, **b** Scatter plot showing gene expression differences between the 8 NFS1 and 16 SFS fly lines in whole bodies **a** and heads **b**. Red points represent genes with significantly different expression levels (Benjamini-Hochberg adjusted *p*-value <0.05, Wald test, DESeq2). **c**, **d** Significantly enriched GO-terms of genes over-expressed in SFS in whole bodies **c** and heads **d** (Benjamini-Hochberg adjusted *p*-value <0.05, GOseq using the Wallenius approximation). Abbreviated GO-terms for **c**, **d**: “transferase activity, transferring alkyl or aryl groups” represents “transferase activity, transferring alkyl or aryl (other than methyl) groups”; “oxidoreductase activity, acting on paired donors” represents “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen”. **e**, **f** PCA of whole body **e** and head **f** gene expression for all 32 Evolution Canyon fly lines, with 5 flies represented per line. The sub-populations are labeled as follows: NFS1 (turquoise), NFS2 (purple), NFS3 (red), SFS (orange)

In comparing the NFS2 and SFS lines, we identified 612 and 599 differentially expressed genes in the whole body and head, respectively (Supplementary Fig. 5, Supplementary Data 2). We observed several significantly enriched GO-terms for these genes as well (Supplementary Fig. 6). For whole body tissue, we observed significantly enriched GO-terms for iron ion binding in genes that were over-expressed in the NFS2 fly lines. For head tissue, we observed several chitin and metabolism-related GO-terms to be significantly enriched in genes that were over-expressed in the NFS2 fly lines. Genes over-expressed in the SFS fly lines were significantly enriched with contractile fiber-related terms. Although glutathione transferase activity did not show significant GO-term enrichment, we observed that many of these genes were over-expressed in the SFS compared to the NFS2 fly lines, similar to the SFS and NFS1 lines (Supplementary Fig. 3b). Thus, while the NFS1 and NFS2 lines appear to have adapted to the NFS largely independently from each other, there appear to be some similarities between them.

Given that we see hundreds of genes differentially expressed between flies from the two slopes, we wanted to determine whether the patterns in gene expression differences reflected the genetic differences between the flies. We first performed PCA using the gene expression levels of head and whole body tissue for all Evolution Canyon fly lines. A previous study which used PCA to compare genetic and gene expression differentiation between different human populations did not show similar groupings between the two data sets^30^. However, we observe clusters in the gene expression PCAs that mirror the clusters observed from the WGS PCA (Fig. 2e, f). In addition, when we compare the PC values from the SNP PCA (Fig. 1b) and PC values from these gene expression PCAs, we observe a significant correlation between PC1 of the SNP PCA and PC2 of the whole body gene expression PCA (Spearman rank *r* = 0.810, *p*-value = 6 × 10^−7^), as well as between PC1 of the SNP PCA and PC1 of the head gene expression PCA (Spearman rank *r* = 0.664, *p*-value = 5 × 10^−5^), suggesting that genetic differences between the fly groups are strongly associated with the gene expression differences. The clustering in the gene expression PCAs is not correlated with when the samples were sequenced (Supplementary Fig. 7a).

We then determined whether SNPs were enriched in the significantly differentially expressed genes. To do this, we calculated the Fixation Index, or Fst, of each SNP. The Fst measures the amount of genetic differentiation between different populations. We then determined the number of genes that had at least one highly differentiated SNP (top 0.5% Fst). Using the R package GOseq^24^, which takes into account gene length, we found a significant enrichment of genes with at least one differentiated SNP in the genes with altered expression between the NFS1 and SFS flies in the head (78/424 (18.4%) vs. 1353/10900 (12.4%), *p*-value = 2.6 × 10^−4^), as well as in the whole body (89/493 (18.1%) vs. 1501/13394 (11.2%), *p*-value = 1.26 × 10^−6^) (see Methods section for details). In addition, when we examine potential promoter regions of genes (1 kb upstream), we observe a similar enrichment. For significantly differentially expressed head genes, we find 30/424 (7.1%) of these genes have at least one differentiated SNP in the upstream 1 kb region, whereas 491/10900 (4.5%) of non-significant genes do (*p*-value = 0.013, one-sided Fisher’s exact test). For significantly differentially expressed whole body genes, we find 44/493 (8.9%) of these genes have at least one SNP in the upstream 1 kb region, whereas 637/13394 (4.8%) of non-significant genes do (*p*-value = 8.8 × 10^−5^, one-sided Fisher’s exact test). We observe similar results when examining significantly differentially expressed genes between the NFS2 and SFS fly lines (Supplementary Data 3). This provides evidence that genetic mutations within the gene of interest and in potential regulatory regions are likely contributing to gene expression differences between flies from the opposite slopes.

We next wanted to determine which genes were most likely to have potentially adaptive regulatory mutations responsible for gene expression differences between the NFS1 and SFS flies, and the NFS2 and SFS flies. To do this, we first identified the highly differentiated (top 0.5% Fst) SNPs and indels that overlapped with a selective sweep in the NFS1 or SFS flies, and the NFS2 or SFS flies (Supplementary Data 4). Then, we determined which of these mutations occurred in the region 1 kb upstream of the transcription start site, the 5′UTR, or 3′UTR of the whole body and head differentially expressed genes. For the NFS1 and SFS flies, we were left with 20 genes (Supplementary Data 5). The functions of these genes include DNA binding (*bowl* and *spn-D*), endopeptidase activity (*Tep2* and *CG6067*), and ATP binding (*CG31689*, *Gem3*, *spn-D*), among others. For the NFS2 and SFS flies, we were left with 17 genes, including those involved with DNA binding (*Nup62*, *twi*, *ovo*), and glutathione hydrolase activity (*Ggt-1*) (Supplementary Data 5). These genes and their associated mutations are candidates for future validation experiments of gene expression regulation and adaptation in Evolution Canyon flies.

### RNA editing level differences and genetic *cis*-regulation

Next, we examined how editing levels differ between flies from the opposing slopes. 

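In mmPCR-seq, cDNA around known editing sites is amplified by microfluidic multiplex PCR before sequencing. At 25 °C the data come from 64 individual whole-body males, 2 flies from each of 32 isofemale lines. By the paper's assignment, 8 lines belong to NFS1, 5 to NFS2, 3 to NFS3 and 16 to SFS. The authors mapped the reads to BDGP R5 and gave, for every fly and site, the reads carrying G, all reads and the editing level. Together the 25 °C libraries cover 1050 sites, of which 701 to 881 per fly have at least 50 reads. Reads summed over the sites ranged from 119552 to 914304 per fly in NFS1 (median 506914), 219578 to 897924 in NFS2 (785088.5), 214844 to 843720 in NFS3 (700715.5) and 166223 to 1057053 in SFS (733084). Depth was uneven among lines. In 11 of the 32 lines neither library reached 400000 reads (4 NFS1, 2 NFS2, 1 NFS3 and 4 SFS lines). These shallow lines were treated as a technical batch, with the limit set after the depths were known.

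Here the value of a line is the mean editing level of its 2 flies, taken where both have at least 50 reads and differ by less than 0.2 in editing level, the paper's own filter. A site entered a comparison with 3 or more such lines in each population, unless every line was under 0.02. Line values were compared site by site with the moderated two-sided test of limma, and p values were adjusted to q values by Storey's method. The unit of replication is therefore the isofemale line. The main comparisons, their alternatives and the rule for naming sites were fixed before the data were examined, and alternatives added afterwards are marked as added. All tests by depth batch rest on a limit set after the depths were known. Further tests chosen after a result was seen are marked in the closing parts.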

We grew the flies at room temperature, collected two whole bodies (biological replicates) per line and measured editing levels of these flies using mmPCR-seq. mmPCR-seq is a microfluidics-based multiplex PCR method that allows us to efficiently measure RNA editing levels at much higher coverage than traditional RNA-seq, providing better resolution of the editing level measurements^21^. 

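Between the 2 flies of a line at 25 °C, R2 across sites with at least 50 reads ran from 0.930 in line N16 to 0.987, with a median of 0.967 over the 32 lines. The flies differed by at least 0.2 in editing level at 0 to 9 sites per line, with a median of 4 sites. These R2 values run across sites within a line and do not measure how alike different lines are.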

Overall, the biological replicates showed consistent editing levels (Supplementary Figs. 8, 9). After filtering out low-quality editing measurements (Methods section), we identified 51 editing sites that have significantly different editing levels between the NFS1 and SFS lines by a *t*-test (Supplementary Data 6). 

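With line values, 755 sites could be tested between 8 NFS1 and 16 SFS lines, and 51 had q under 0.05. NFS1 was higher at 26 of them and lower at 25, and 24 of the 51 differed by at least 5 percentage points. At unadjusted p under 0.05 there were 121 sites. The count moved most when each cluster of sites within 100 bases was represented by 1 site, which left 25 sites.

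The 2 flies of each line carry the same replicate numbers in all lines, so the test was also made on single flies with a replicate block and the correlation between flies of a line. With the replicate block 61 sites were past the threshold, against 51 without it. Whether the numbers pair flies across lines was checked on deviations from the population mean. In NFS1 the mean correlation was -0.0998 between flies of different lines with the same number and -0.0913 with different numbers. In SFS the values were -0.0568 and -0.0536, so equal numbers did not go with more similar flies.

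Within the depth batches the direction held at every measurable site. Among 4 NFS1 and 4 SFS lines with shallow libraries, 49 of 49 sites kept their sign, and 51 of 51 did so among the remaining 4 and 12 lines. The sites had been selected over these same lines together, which favours equal signs.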

The sites that show the greatest differences in editing are shown in Fig. 3a. 

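Outside prominin, the largest difference past the threshold was in Dynein heavy chain at 93AB at position 16861033 of chromosome 3R, with 53.0 ± 5.17% (mean ± SD) in 8 NFS1 lines and 65.2 ± 9.36% in 15 SFS lines (difference -12.2 points, SE 3.48, q = 0.0263). In falafel the 2 adjacent sites moved in opposite directions. At position 9518315 the NFS1 lines averaged 4.27 ± 0.933% and the SFS lines 14.8 ± 1.80% (-10.6 points, SE 0.677, q = 3.13e-11). At position 9518314 the averages were 21.5 ± 2.50% and 11.4 ± 0.757% (10.1 points, q = 3.13e-11). CG14142 was lower in NFS1 at position 11168895 of chromosome 3L (16.9 ± 6.37% in 8 lines, 27.1 ± 5.34% in 15; -10.2 points, SE 2.42, q = 0.00746). Each of these differences had the same sign in the flies numbered 1 and in those numbered 2. The sites were selected over these same flies together, which favours equal signs. Equal signs were also part of the rule for naming the largest differences.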

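Among the sites that Supplementary Table 1 annotates as non-synonymous, the Ryanodine receptor was more edited in NFS1 at 2 positions of chromosome 2R. Levels were 24.4 ± 2.12% in 7 NFS1 lines against 18.6 ± 1.52% in 16 SFS lines at position 4772882 (5.77 points, SE 0.767, q = 1.26e-05). At position 4772736 they were 30.9 ± 4.94% in 8 lines against 23.0 ± 3.23% in 16 (7.88 points, SE 1.63, q = 0.00216). The Octopamine beta 3 receptor was higher by 5.25 points at position 8343182 of chromosome 3R (24.4 ± 2.14% in 7 NFS1 lines, 19.1 ± 3.14% in 16 SFS lines, q = 0.00892).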

Several of the differentially edited sites generate non-synonymous amino acid changes and are in neuronal genes, which is typical of many editing sites in *Drosophila* (Supplementary Table 1). We also calculated differentially edited sites from the RNA-seq of fly head tissue, where we identified several differentially edited sites that were not covered in the mmPCR-seq assay, including non-synonymous, intronic, and intergenic sites. In total, we identified 9 differentially edited sites from the RNA-seq of fly head tissue (Supplementary Fig. 10, Supplementary Data 7), 7 of which were not covered in mmPCR-seq. We note that sites may be differentially edited because of a change in the relative expression of different splice variants that are edited at specific frequencies, rather than a change in editing within a particular splice variant. 

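Between 5 NFS2 and 16 SFS lines, 752 sites could be tested at 25 °C. Of these, 13 had q under 0.05, with 3 higher and 10 lower in NFS2, and 86 had unadjusted p under 0.05. At least 5 points separated the populations at 8 of the 13. Replacing the moderated test by a separate test at each site moved the count most, to 41 sites. With the replicate block on single flies 15 sites were past the threshold, against 13 without it. Same-numbered flies of different NFS2 lines had a mean correlation of -0.157, and differently numbered flies -0.125. All 13 differences kept their sign among 2 NFS2 and 4 SFS lines with shallow libraries and among the 3 and 12 other lines. These sites too had been selected over the same lines together, which favours equal signs.

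CG3520 at position 19287318 of chromosome 2R had the lowest q, with 1.51 ± 0.238% in NFS2 and 4.43 ± 0.714% in SFS (-2.92 points, SE 0.367, q = 8.03e-05). In CG14142 the level at position 11168868 of chromosome 3L was 12.9 ± 3.25% in NFS2 and 26.6 ± 5.15% in SFS (-13.7 points, SE 2.39, q = 0.00184). CG14408 fell by 12.4 points at position 14723854 of chromosome X, from 22.4 ± 5.79% in SFS to 9.94 ± 0.855% in NFS2 (q = 0.00978). CG42795 was higher in NFS2 at position 6071147 of chromosome 3R (62.3 ± 2.36% against 56.4 ± 2.52%, 5.90 points, q = 0.0113). The largest gaps were at 2 sites without a gene name here, position 2259941 of chromosome 3L (88.6 points, SE 12.8, q = 5.23e-04) and position 25682017 of chromosome 3R (-74.8 points, SE 18.0, q = 0.0346). Both are variant-like, with at least 1 fly more than 0.3 above the median of all flies and a maximum of 100%, where the medians are 0.55% and 54.7%. With variant-like sites left out, an alternative added after the data were seen, 10 sites remained and 6 of them differed by at least 5 points.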

In comparing the NFS2 and SFS flies, we identified 34 editing sites through mmPCR-seq that have significantly different editing levels by a *t*-test (Supplementary Data 6); those sites showing at least a 5% difference in editing are presented in Supplementary Fig. 11, Supplementary Table 2. In analyzing the RNA-seq from head tissue, we identified 13 differentially edited sites between the NFS2 and SFS flies, 9 of which were not covered in mmPCR-seq (Supplementary Fig. 12, Supplementary Data 7). Similar to the comparison between the NFS1 and SFS flies, we identified several non-synonymous differentially edited sites in neuronal genes from mmPCR-seq, with additional non-synonymous, intronic, and 3′ UTR sites from RNA-seq (Supplementary Table 2).

**Fig. 3:**
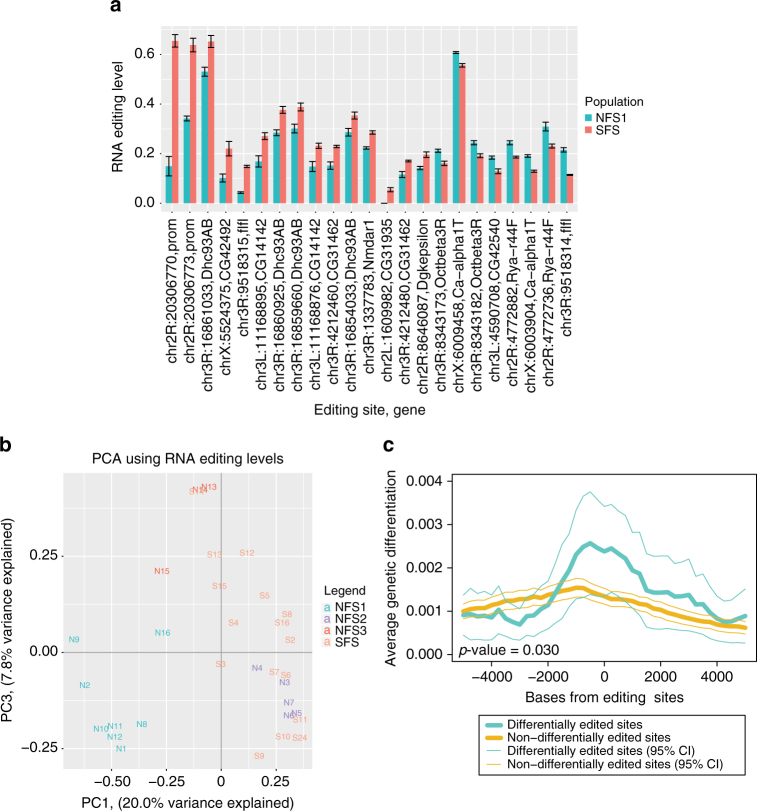
RNA editing differences between NFS1 and SFS populations reflect genetic differences. **a** Barplot showing the average editing levels of sites with significantly different RNA editing levels between NFS1 (turquoise) and SFS (red) flies, from mmPCR-seq (*t*-test, FDR-adjusted *p*-value <0.05, editing level difference ≥ 5%). Error bars represent standard error of the mean. The number of fly lines represented for each site per population ranges from 4 to 8 for NFS1 and 11 to 16 for SFS; Supplementary Data 6. **b** PCA plot using mmPCR-seq editing level measurements from all 32 Evolution Canyon fly lines, with average editing levels from two biological replicates represented per line. The sub-populations are labeled as follows: NFS1 (turquoise), NFS2 (purple), NFS3 (red), SFS (orange). PC2, which represented 16.1% of the variance explained, was excluded from the plot because it correlated with when the samples were sequenced (Supplementary Fig. 7b). **c** Plot showing significant enrichment of differentiated SNPs near significantly differentially edited sites (turquoise) compared to non-differentially edited sites (gold) between the NFS1 and SFS fly populations, along with the 95% confidence interval (*p*-value = 0.030, one-sided KS test)

As with the gene expression data, we performed PCA using all of the Evolution Canyon fly lines to see whether RNA editing differences between the fly lines are associated with genetic differences. 

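The editing PCA used the 548 sites with a value in all 32 lines at 25 °C, each centred and not scaled. PC1, PC2 and PC3 carried 16.6%, 16.2% and 10.7% of the variance. On PC1 the 8 NFS1 lines averaged 0.440 ± 0.203 and the 24 other lines -0.147 ± 0.221 (exact permutation test of the labels, two-sided, p = 1.14e-06). The scores of 6 of the 8 NFS1 lines lay above those of all other lines. The separation on PC1 was smallest without the flies numbered 2, with a difference of 0.135 (exact permutation p = 0.642), while NFS1 then stood apart on PC2 (exact permutation p = 2.91e-05).

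The 11 shallow and 21 deep lines also differed on PC1 (permutation p = 8.60e-04), PC2 (permutation p = 0.00338) and PC3 (permutation p = 0.00118). Within the shallow lines, PC1 separated 4 NFS1 lines from 7 others by 0.563 (exact permutation p = 0.00303, the smallest possible among the 330 splits). Within the deep lines it separated 4 from 17 in the same direction (exact permutation p = 3.34e-04). The SNP PCA needs the whole-genome genotypes, which were not used here.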

We observed that PC2 correlates with the time the samples were sequenced (Supplementary Fig. 7b), and that fly lines in the NFS1 group are separated out from the remaining fly lines along the PC1 axis (Fig. 3b); specifically, we see a significant correlation between PC1 of the SNP PCA (Fig. 1b) and PC1 of the editing PCA (Spearman rank r = −0.780, *p*-value = 10^−6^). This hints at a connection between genetic and RNA editing differences between flies from the opposite slopes. To investigate this further, we first examined whether there is a significant enrichment of SNPs near differentially edited sites, and in their predicted Editing Complementary Sequences, or ECSs. The ECS is part of the core double-stranded RNA (dsRNA) region required for editing, and is the sequence opposite the editing sites in the secondary structure. We specifically identified how many sites have at least one highly differentiated SNP (top 0.5% Fst) within 100 bases, and how many have at least one differentiated SNP in their respective computationally predicted ECSs^14,31^. We found that 3/26 (11.5%) of differentially edited sites between the NFS1 and SFS fly lines are near at least one highly differentiated SNP, whereas 2/378 (5.3%) of non-differentially edited sites are near one (*p*-value = 0.0022, one-sided Fisher’s exact test). Similarly, we found that 3/26 (11.5%) of differentially edited sites have at least one highly differentiated SNP in their respective predicted ECSs, while none of the non-differentially edited sites have one (*p*-value = 0.00024, one-sided Fisher’s exact test). For the comparison between the NFS2 and SFS lines, we found that 1/21 (4.8%) of differentially edited sites are near a highly differentiated SNP, while 1/382 (2.6%) of non-differentially edited sites are near one (*p*-value = 0.10, one-sided Fisher’s exact test); however, we did not find highly differentiated SNPs in the predicted ECSs of either the differentially or non-differentially edited sites. Although we see a significant SNP enrichment for differentially edited sites between the NFS1 and SFS lines in both of these analyses, the absolute numbers of SNPs identified near differentially edited sites are relatively low; this may be due to the limitation of predicting ECSs, as well as the fact that SNPs in multiple locations are affecting editing levels. Thus, to further determine whether there is a significant enrichment of genetic differentiation around differentially edited sites, we quantified the amount of genetic differentiation around sites that are significantly differentially edited between the NFS1 and SFS lines, and separately around the non-differentially edited sites (Fig. 3c); we also performed this analysis for the NFS2 and SFS lines (Supplementary Fig. 13). For both sets of comparisons, we observed a significantly higher amount of genetic differentiation around the differentially edited sites compared to the non-differentially edited sites, which again provides evidence that genetic differences, and more specifically SNPs affecting local *cis*-regulation, are largely guiding editing level differences in flies from the abutting slopes.

### An intronic SNP modulates *prominin* editing levels

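The 2 prominin sites at positions 20306770 and 20306773 of chromosome 2R have the largest differences among the sites with q under 0.05. At the lower position the level averaged 14.9% in 8 NFS1 lines (range 8.60 to 42.1%) and 65.5 ± 10.1% (SD) in 16 SFS lines (44.5 to 77.5%). The difference of -50.6 points had q = 6.97e-09 and an exact permutation p = 1.36e-06, two-sided, the smallest possible for 8 and 16 lines. At the upper position it was 34.2 ± 2.56% in 7 NFS1 lines (30.7 to 38.9%) and 63.8 ± 11.0% in 16 SFS lines (41.9 to 76.8%). That difference was -29.6 points, with q = 1.99e-05 and an exact permutation p = 4.08e-06, again the smallest possible. Reads per fly at the lower position were 106 to 906 in NFS1 (median 461) and 160 to 923 in SFS (median 582.5). Across the alternative settings the difference stayed between -51.4 and -50.0 points at the lower position, apart from -54.4 in the 7 lines with the ECS SNP, and between -30.6 and -28.7 at the upper one. Without replicate 2 the ranges of NFS1 and SFS overlapped at both positions (NFS1 up to 51.7% and 49.7%, SFS from 43.9% and 42.0%), and the exact permutation p of 4.08e-06 was above the smallest possible.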

To confirm the role of genetic *cis*-regulation in modulating editing level differences between the NFS1 and SFS flies, we zoomed in on two sites in the gene *prominin* that showed the largest changes in editing between the NFS1 and SFS slope populations (Figs. 3a, 4a). These sites are 3 bases away from each other and show similar trends in editing differences among the fly lines. 

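Among the 16 SFS lines the levels of the 2 sites rose and fell together (Pearson r = 0.997, Spearman rho = 0.991, both permutation p = 1e-05). Leaving out the 2 lines farthest from the mean gave r = 0.995. Over the 24 lines without the SNP in the editing complementary sequence (ECS), r was 0.991 and rho 0.991 (both permutation p = 1e-05), and r = 0.989 without the 2 farthest lines. Among the 7 lines marked in Fig. 4a as carrying it, the correlation was r = 0.120 and rho = 0.107 (exact permutation p = 0.754 and 0.840), and r = 0.370 without the 2 farthest. These are 3 relations, and after the Benjamini-Hochberg step the Pearson p values were 1.5e-05, 1.5e-05 and 0.754.

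**Figure D1:**
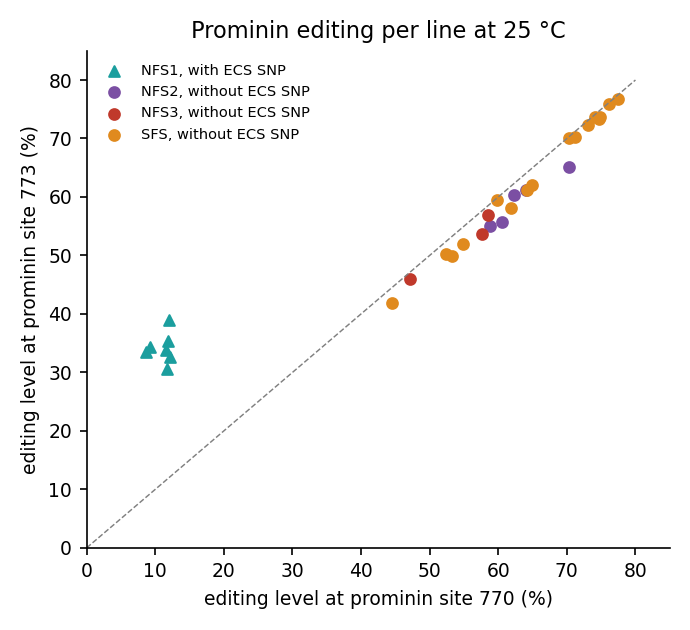
Editing level (%) at prominin site 773 against site 770 at 25 °C, 1 point per line for the 31 lines with both values, coloured by population. Triangles are lines with the ECS SNP, which average 11.0% at site 770 and 34.2% at site 773, and the dashed line marks equal levels.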

*Prominin* is a membrane protein in photoreceptor cells that is involved with rhabdomere separation^32,33^. The two editing sites (which we will refer to as “770” and “773” based on their position in the genome) each encode a non-synonymous amino acid change (Asparagine to Serine for site 770 and Tyrosine to Cysteine for site 773), and are located in one of the extracellular domains of the protein^34,35^. Interestingly, the distribution pattern of the different editing isoforms also differed between the NFS1 and SFS flies (Supplementary Fig. 14). The sites are also highly conserved across different *Drosophila* species (Supplementary Fig. 15)^36^.

**Fig. 4:**
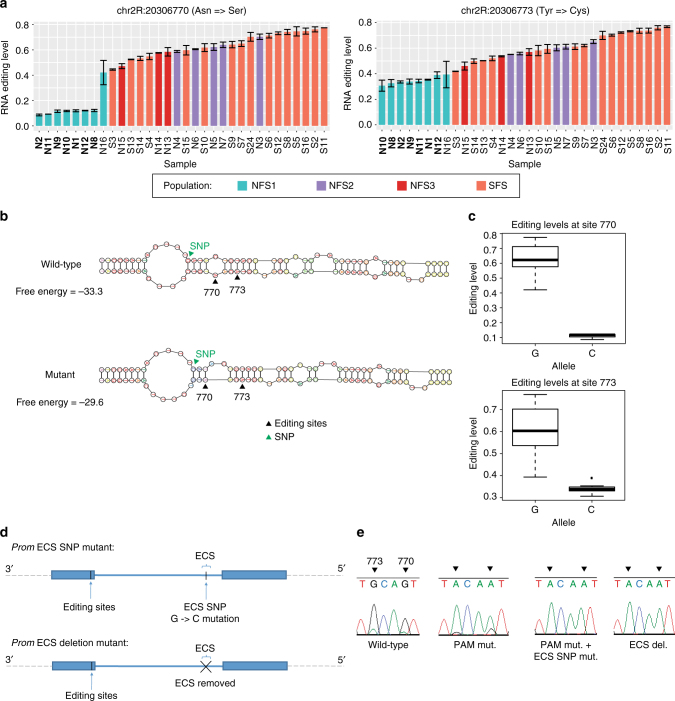
An intronic SNP affects *prominin* editing levels. **a** *Prominin* editing levels for each of the 32 Evolution Canyon fly lines. The editing levels for each sample represent the average editing levels of two biological replicates. The sub-populations are labeled as follows: NFS1 (turquoise), NFS2 (purple), NFS3 (red), SFS (orange). Samples in bold represent those that have the SNP that is correlated with *prominin* editing levels. Error bars represent standard error of the mean. **b** RNA structure predictions for the *prominin* editing sites and their corresponding ECS, for both wild-type *prominin* and with the SNP in the *prominin* ECS that is correlated with its editing levels. **c** Boxplot showing editing levels for *prominin* site 770 and site 773, for 7 Evolution Canyon fly lines with wild-type alleles and 25 Evolution Canyon fly lines with mutant alleles. The editing levels for both sites are represented by 7 NFS1 lines and 16 SFS lines. **d** Schematic showing the *prominin* ECS deletion and ECS SNP mutation. **e** Sanger sequencing traces showing *prominin* editing levels in whole bodies of wild-type, PAM mutant, PAM mutant with ECS SNP mutant, and ECS deletion mutant flies. Each trace represents editing levels from a single fly

We hypothesized that a SNP exists near these editing sites that is largely responsible for the editing level differences between the NFS1 and SFS1 groups. We observed several SNPs in the *prominin* transcript that showed differentiation between the NFS1 and SFS flies (Supplementary Table 3). Intriguingly, one of these SNPs was located in the *prominin* ECS, and occurred in 7 out of the 8 NFS1 lines, but in none of the remaining Evolution Canyon lines. 

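The carriers taken here are N1, N2, N8, N9, N10, N11 and N12, the lines in bold in Fig. 4a, so that N16 is the NFS1 line without the ECS SNP. In N16 the level at site 770 was 51.7% in 1 fly (95% Wilson interval 48.0 to 55.5%, 686 reads) and 32.5% in the other (29.3 to 36.0%, 762 reads). The highest fly of the 7 carriers at 25 °C, from N8, had 13.0%, with an upper limit of 15.8%. These intervals cover counting error only, since the reads come from PCR without molecular identifiers. At site 773 the N16 flies had 49.7% and 29.0%, more than 0.2 apart, so the line has no value there. Raised at 18 °C, N16 had 60.1% at site 770 and 58.8% at site 773. Among the carriers at 18 °C, 1 fly of N12 had 41.4% at site 770 (38.3 to 44.5%, 974 reads) and 61.7% at site 773, and the other fly 16.2% and 45.8%. The N12 flies differ by more than 0.2 at site 770, so the line has no value there at 18 °C.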

Although most SNPs that regulate editing levels in *cis* are close to editing sites, this SNP is located in an intron almost 1 kb away from the *prominin* editing sites. However, after performing RNA structural prediction using RNAstructure software^37^, this SNP is only 3 bases away from the editing sites in the secondary structure. Comparing the wild-type allele and mutant allele of the SNP, we see that the mutated SNP removes a base pair and alters the size and symmetry of two bulges near the editing sites (Fig. 4b). As a result, the predicted RNA structure containing the mutated SNP has higher free energy, and thus lower stability. In addition, the NFS1 lines with the mutated SNP have significantly lower *prominin* editing levels than the SFS lines (Fig. 4c). 

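Over the 7 carriers alone, site 770 was edited at 11.0 ± 1.46% (8.60 to 12.1%), and every SFS line was higher. The difference from the 16 SFS lines was -54.4 points (exact permutation test, two-sided, p = 4.08e-06, the smallest possible for 7 and 16 lines). At site 773 the NFS1 lines with a value are the 7 carriers, so the carriers' result there is the one for the population. The other NFS populations were nearer SFS than the carriers, with 63.2 ± 4.45% (5 lines) in NFS2 and 54.4 ± 6.31% (3 lines) in NFS3 at site 770, and 59.5 ± 4.13% and 52.2 ± 5.64% at site 773. From the lower editing of the carriers and the predicted loss of stability of the RNA duplex, the paper reasons that the SNP probably sets the difference between NFS1 and SFS. The edited flies and the RNA structures behind the other steps of that argument were not analysed here.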

Since the SNP in the ECS is predicted to decrease the stability of the RNA structure, and the stability of the RNA editing substrate is correlated with editing efficiency, this suggests that this SNP is likely responsible for modulating *prominin* editing level differences between the NFS1 and SFS flies.

To confirm the effect of the SNP on editing levels, we used the gene editing tool CRISPR to generate different mutants that altered the *prominin* ECS sequence (Fig. 4d). By binding to a pre-designed guide RNA, the CRISPR-associated protein 9 (Cas9) endonuclease is directed to a specific region in the genome, where it can make precise genetic mutations^38^. We used the CRISPR-Cas9 system to make point mutations in the ECS, as well as remove the entire ECS sequence. In one mutant, which we call the *prom* ECS SNP mutant, the SNP in the ECS that we found to be correlated with *prominin* editing levels was mutated to the allele found in the majority of the NFS1 lines. We note that an additional nucleotide 10 bases away in the PAM sequence was also mutated to prevent repeated cutting and degradation by Cas9. To control for this change, we also generated a CRISPR mutant that only contained this PAM mutation, called the *prom* PAM mutant. In the other mutant, called the *prom* ECS deletion mutant, the ECS was removed entirely, as well as some of the flanking sequence. We measured editing levels of these flies using Sanger Sequencing and the ab1 Peak Reporter tool^39^ (Fig. 4e). In the wild-type control flies, which have the same background as the mutants but did not generate the mutation of the interest, editing levels are 81% for site 770 and 79% for site 773, similar to the SFS fly lines. In the *prom* PAM mutant, editing levels decrease by a large amount: site 770 has 21% editing and site 773 has 8% editing. In the *prom* ECS SNP mutant, editing levels of both sites are not detected, and this is true for the *prom* ECS deletion mutant as well. The decrease in editing in both the *prom* PAM mutant and the *prom* ECS SNP mutant suggests that mutations throughout the ECS of *prominin* may affect its editing levels. Overall, this demonstrates that the *prominin* ECS is a key structural element needed to maintain high *prominin* editing levels, and that the SNP we identified in the ECS helps account for the difference in *prominin* editing levels between the NFS1 and SFS flies.

### Comparing genetic and environmental regulation of editing

Lastly, we were interested to see how changes in environment modulate editing levels, and how this compares to the editing level changes we observed between the different fly populations. 

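The comparison of temperatures uses 64 more individual males, 2 flies from each of the same 32 lines, raised at 18 °C and a higher humidity. These libraries were read in a shorter format than those at 25 °C. For this comparison the authors trimmed the 25 °C reads to the shorter length and mapped them again, and those values are the ones used at 25 °C. Temperature therefore changes together with humidity and with the sequencing run. The files cover 1099 sites at 18 °C and 1068 in the trimmed 25 °C mapping. At 18 °C reads summed over the sites were 755806 to 1364956 per fly in NFS1 (median 1176828.5), 783488 to 1378302 in NFS2 (1101291), 1028834 to 1366857 in NFS3 (1126403) and 848439 to 1625947 in SFS (1102792.5). The trimmed 25 °C libraries had 104127 to 889398 in NFS1 (median 481477.5), 195363 to 868596 in NFS2 (762886), 187552 to 825116 in NFS3 (685776.5) and 147318 to 1016602 in SFS (715336.5).

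A line's value was formed at each temperature by the rules used at 25 °C. The temperature contrast within a population asked for q under 0.05 and a difference above 0.05, with lines not paired, following the paper's methods. Interactions of population and temperature were fitted with limma over the 4 groups of NFS1 or NFS2 with SFS. For single sites the change of each line from 25 to 18 °C was compared between populations by an exact permutation test. Differences are given as 18 minus 25 °C and as NFS minus SFS.

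**Figure D2:**
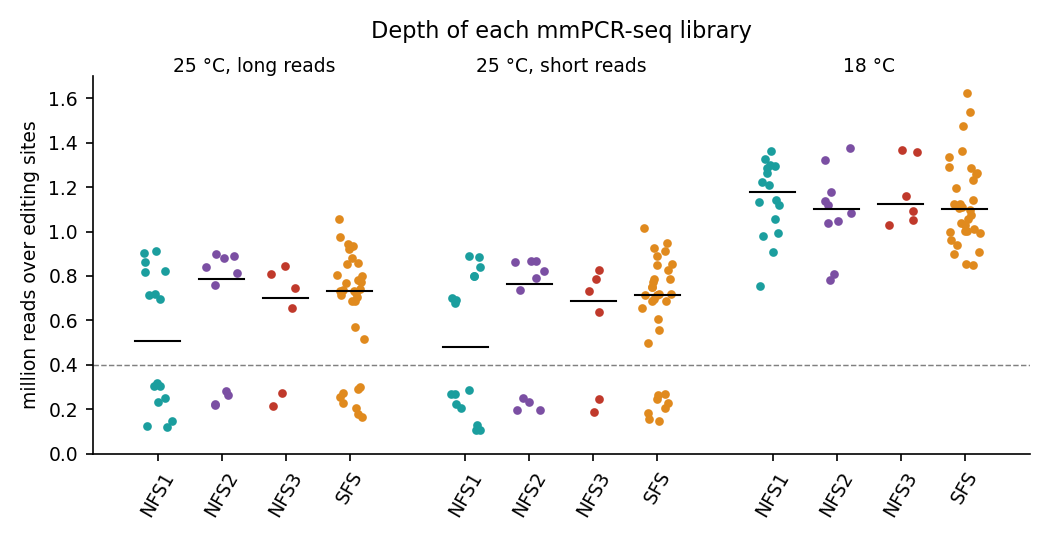
Reads over editing sites per library, on an axis in units of 1e6 reads, by population and temperature, with 1 dot per fly and bars at the medians. The dashed line marks 0.4, the limit under which both libraries of the 11 shallow lines lie at 25 °C.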

We compared editing levels measured using mmPCR-seq between Evolution Canyon flies raised at 25 °C and ~50% humidity, and flies raised at 18 °C and ~70% humidity. For simplicity, we will refer to these conditions as “25 °C and “18 °C”, respectively. 

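Averaged over lines, the flies numbered 1 and 2 gave R2 of 0.996 in NFS1, 0.996 in NFS2 and 0.998 in SFS at 25 °C, and the same values at 18 °C. More than 5 points separated the averages at 8 of 847 sites in NFS1, 11 of 849 in NFS2 and 2 of 876 in SFS at 25 °C. At 18 °C these counts were 15 of 855, 21 of 851 and 4 of 871. Within lines at 18 °C, R2 across sites ran from 0.762 in S13 to 0.984 (median 0.960), and 1 to 78 sites per line differed by 0.2 or more (median 7).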

When we compare average editing levels between replicates for NFS1, SFS, and NFS2 at both 25 and 18 °C, editing levels are very similar (Fig. 5a, Supplementary Fig. 16a). However, we see more frequent and larger changes in editing when we compare editing levels between flies raised at 18 and 25 °C, for both the NFS1 and SFS flies (Fig. 5b, Supplementary Data 8), as well as the NFS2 flies (Supplementary Fig. 16b, Supplementary Data 8). 

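In NFS1, 183 of 694 sites differed between the temperatures (408 at unadjusted p under 0.05), in SFS 174 of 732 (459) and in NFS2 180 of 675 (382). The counts moved most without a minimum difference, to 491 in NFS1, 514 in SFS and 431 in NFS2. With the replicate block on single flies the numbers were 186, 178 and 180, against 183, 174 and 180 without it. Flies of different lines with the same number had a mean correlation of -0.0582 in NFS1 at 18 °C, and those with different numbers -0.111, while in NFS2 the means were -0.104 and -0.150 and in SFS -0.0510 and -0.0562. At 18 °C same-numbered flies were thus slightly more alike than others in each of these populations, unlike at 25 °C.

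Position 20802387 of chromosome 2R, for which no gene is named here, was edited at 44.7 ± 2.79% at 18 °C in 8 NFS1 lines and at 9.81 ± 0.947% at 25 °C in 5 (34.9 points, SE 1.25, q = 1.84e-11). SFS had 44.6 ± 3.46% in 15 lines and 9.78 ± 2.09% in 13 (34.8 points, q = 1.12e-21), and NFS2 41.7 ± 2.95% and 10.7 ± 0.871% in 5 lines (31.0 points, q = 1.66e-08). Position 2941312 of chromosome 3L moved the other way, by -26.6 points in NFS1 (36.6 ± 3.67% at 18 °C in 3 lines, 63.2 ± 5.47% at 25 °C in 8, q = 8.47e-06) and by -36.9 in SFS (12 and 16 lines, q = 1.19e-08). Within the shallow lines 169 of 171 measurable sites kept their sign in NFS1, 158 of 160 in SFS and 171 of 171 in NFS2. Within the deep lines all 183, 174 and 180 did. The sites had been selected over the same lines together, which favours equal signs.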

Of the 173 differentially edited sites (*q*-value <0.05 and >5% editing level difference) between 18 and 25 °C in the NFS1 flies, and the 166 differentially edited sites between 18 and 25 °C in the SFS flies, we found 137 sites that overlap. 

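The NFS1 and SFS lists share 143 sites, and at all 143 the change has the same sign in both populations. Of the 201 sites past the threshold in at least 1 of them and tested in both, 199 changed in the same direction. With the replicate block the lists share 144 sites.

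**Figure D3:**
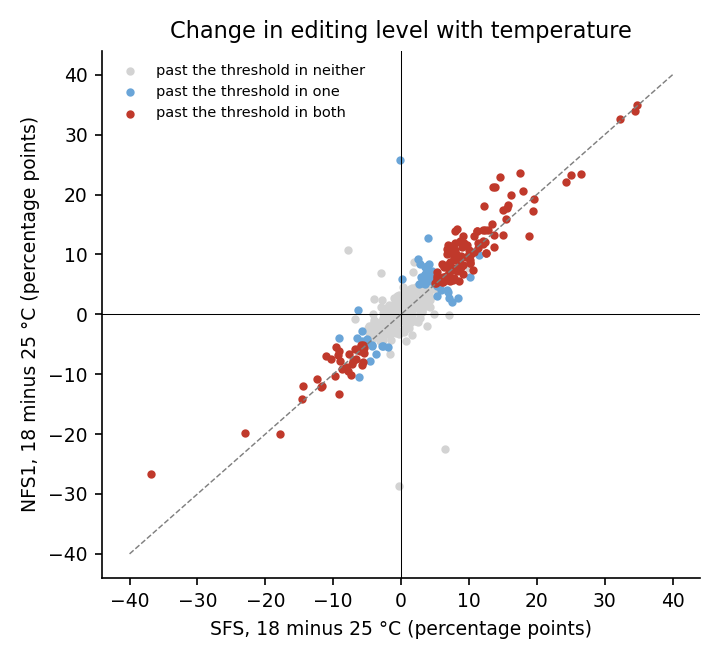
Change in editing level in NFS1 against the change in SFS, 18 minus 25 °C in percentage points, 1 point per site for the 683 sites tested in both. Red points are the 143 sites past the threshold in both populations, blue points are past it in 1, and the dashed line marks equal change.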

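Of the sites shared by NFS1 and SFS, 129 were also past the threshold in NFS2. Over the 3 populations 241 sites were past it in at least 1. Without a minimum difference the overlap of all 3 became 340 sites, the setting that moved it most.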

When these 137 sites are additionally overlapped with the 172 differentially edited sites between 18 and 25 °C in the NFS2 flies, 124 sites remain. Similar to previous reports^16,17^, we observed that most sites show decreased editing at the elevated temperature. This decrease in editing is not due to decreased expression of *Adar* transcripts at 25 °C compared to 18 °C (Supplementary Fig. 17). This suggests that the changes in editing we observed may be largely due to changes in stability of the underlying RNA structure at different temperatures, which has been previously proposed^16,17^. 

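Editing was lower at 25 °C at 140 of the 183 temperature sites in NFS1, 125 of the 174 in SFS and 114 of the 180 in NFS2. The other 43, 49 and 66 sites were higher at 25 °C. Without a minimum difference the imbalance was weaker. Then 297 sites were lower and 194 higher at 25 °C in NFS1, 295 and 219 in SFS, and 238 and 193 in NFS2. Trimming the same 25 °C libraries moved 15 of the 183 NFS1 sites by more than 5 points.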

One might expect that more stable RNA structures would be less affected by an increase in temperature, whereas less stable structures would be more likely to ‘melt’, or destabilize, even further. In this case, the sites that are in more stable structures should not show as large of a decrease in editing at the elevated temperature compared to sites in less stable structures. To test this hypothesis, we examined the distribution of predicted RNA structure free energies^14^ for editing sites that showed small changes in editing between temperatures, and for sites which showed a large decrease in editing at 25 °C (Fig. 5c, Supplementary Fig. 18). When using the average editing levels of the NFS1 lines, we see that indeed, sites that show little change in editing between temperatures have significantly lower predicted free energies than sites that have decreased editing at 25 °C compared to 18 °C (*p*-value = 0.039, one-sided Kolmogorov−Smirnov test). We see a similar trend when examining average editing levels of the SFS lines (*p*-value = 0.094, one-sided Kolmogorov−Smirnov test), and the NFS2 lines (*p*-value = 0.054, one-sided Kolmogorov−Smirnov test). This demonstrates that the overall decrease in editing levels at 25 °C compared to 18 °C is possibly due to the destabilization of RNA structures at higher temperatures, rather than a decrease in the amount of *Adar* transcript.

**Fig. 5:**
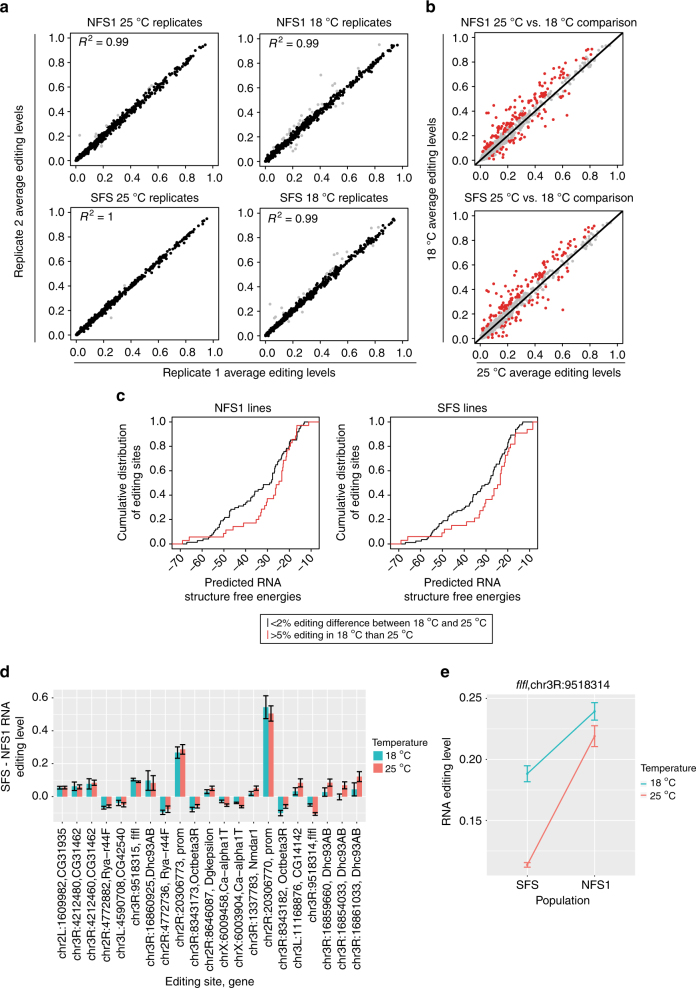
Environmental regulation of RNA editing in the NFS1 and SFS populations. **a** Scatterplots comparing average biological replicate 1 and replicate 2 mmPCR-seq editing levels for NFS1 and SFS samples at 25 and 18 °C. Gray points represent sites with >5% editing level differences between replicates. **b** Scatterplots comparing the average editing levels of NFS1 and SFS flies between 18 and 25 °C. Red dots represent sites with >5% editing level difference between the temperatures, and FDR-adjusted *p*-value <0.05 (*t*-test). The number of fly lines represented for each of these sites per population ranges from 3 to 8 for NFS1 and 3 to 16 for SFS; Supplementary Data 8. **c** For NFS1 and SFS flies, plots comparing predicted RNA structure free energy levels for sites that show <2% editing level difference between 18 and 25 °C (black), and sites that show >5% editing at 18 °C than 25 °C (red) (*p*-value = 0.0393 for NFS1 lines, *p*-value = 0.0949 for SFS lines, one-sided KS-test). **d** For differentially edited mmPCR-seq sites shown in Fig. 3a that had adequate coverage for samples at 18 °C (see Methods section for details), compare average editing level differences at 18 °C (turquoise) and 25 °C (red). Error bars represent standard deviation. The number of fly lines represented for each of these sites per population ranges from 4 to 8 for NFS1 and 10 to 16 for SFS; Supplementary Data 9. **e** Plot showing the editing levels of an editing site in *falafel* that shows an interaction between genetics and environment (FDR-adjusted *p*-value = 0.065, ANOVA test). Editing levels at 18 °C are shown in turquoise and at 25 °C are shown in red. Error bars represent standard error of the mean. Editing levels for the SFS fly population are represented by all 16 SFS lines, while those for the NFS1 population are represented by 7 and 8 NFS1 lines for 18 and 25 °C, respectively

Next, we wanted to examine how genetics and environment interact to modulate RNA editing levels. For sites we identified as significantly differentially edited and having at least a 5% difference in editing between NFS1 and SFS, we plotted the change in editing between the NFS1 and SFS flies at 25 °C and at 18 °C (Fig. 5d, Supplementary Data 9), and generated a similar plot for the differentially edited sites between the NFS2 and SFS flies (Supplementary Fig. 19, Supplementary Data 9). We notice that for most of these sites, the magnitude and direction of the change in editing are not significantly different between the two temperatures; that is, sites whose levels differ between populations tend not to be strongly affected by temperature changes. This suggests that while temperature does modulate editing levels, the genetic variants that are likely responsible for editing level differences between the flies from the two slopes have a dominant effect. However, we do observe one site in the 3′ UTR of the *falafel* transcript that shows a significant interaction between genetics and environment using a 10% FDR threshold in the NFS1 and SFS flies (Fig. 5e). 

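Of the sites of Fig. 5d, 21 could be followed at both temperatures in NFS1 and SFS, and 20 had the same sign at 18 and 25 °C. The median absolute difference was 6.86 points at 25 °C and 5.42 at 18 °C, and 13 of the 21 were smaller at 18 °C. At 4 sites the difference changed with temperature after the Benjamini-Hochberg step over the 21 (exact permutation tests of the change per line). Besides a falafel site, these were position 6003904 of chromosome X (6.12 points at 25 °C, 3.82 at 18 °C, adjusted p = 0.00929) and positions 16861033 (-12.2 and -4.41, adjusted p = 0.0237) and 16854033 (-6.86 and 0.160, adjusted p = 0.00281) of chromosome 3R. All 4 differences were smaller at 18 °C. The 21 sites had been chosen for their difference in these same flies at 25 °C, which favours a smaller one at 18 °C. For NFS2 and SFS, 12 of 12 sites kept their sign, with medians of 6.50 points at 25 °C and 7.21 at 18 °C. The change was significant at 2 of them, straightjacket at position 9697052 of chromosome 2R (-9.16 and -24.2 points, adjusted p = 0.0395) and CG14142 at position 11168876 of chromosome 3L (-12.0 and -5.44, adjusted p = 0.0395).

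From sites that keep their difference at both temperatures, the paper proposes that the variants behind the population differences weigh more than temperature. Of the 664 sites tested between NFS1 and SFS at both temperatures, those past the threshold at 1 temperature or both had differences with a Pearson r of 0.945 across sites, and for NFS2 r was 0.916. These sites were selected by their differences, so r says nothing of the remaining sites. Sites with very large differences weigh most in r, such as prominin for NFS1. For NFS2 these include the variant-like positions 2259941 of chromosome 3L and 25682017 of chromosome 3R. No r without them is given.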

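In the interaction fit of NFS1 and SFS, 1 of 707 sites had q under 0.1, and 51 had unadjusted p under 0.05. It is the falafel site at position 9518314 of chromosome 3R (interaction -5.44 points, SE 1.25, q = 0.0571). Pairing the temperatures by line moved the count most, to 11 sites. With the replicate block on single flies 1 site was past the threshold as without it, but a different one, and the falafel site then had q = 0.205.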

*Falafel* is a regulatory protein that plays a role in the cell cycle, specifically in the asymmetrical division of neuroblast cells^40^. It has also been shown to be associated with DNA repair^41^. 

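At this site the 16 SFS lines averaged 11.4 ± 0.769% at 25 °C and 18.8 ± 2.63% at 18 °C, and all 16 were higher at 18 °C. The NFS1 lines averaged 21.9 ± 2.41% and 23.9 ± 1.89%, and 4 of the 7 with both values were higher at 18 °C. Per line the change from 25 to 18 °C was 1.92 ± 3.20 points in NFS1 and 7.47 ± 2.66 points in SFS. These changes differ by -5.55 points (exact permutation test over lines, two-sided, p = 1.79e-04). At the neighbouring position 9518315 the changes differ by -1.09 points (exact permutation p = 0.365).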

While editing levels of this site in *falafel* are relatively consistent between temperatures in the NFS1 flies, the levels diverge in the SFS flies. We identified two adjacent SNPs in the predicted ECS for this editing site that correlate with its editing level differences between NFS1 and SFS, one of which was previously identified as an editing-QTL for this site^14^. The mutant allele of this SNP forms an additional base pair in the predicted RNA structure^37^, and occurs in the NFS1 lines which have higher editing levels, in accordance with the correlation between RNA structure stability and editing level (Supplementary Fig. 20). *Falafel* also happens to be in a selective sweep in the SFS lines (Supplementary Data 1), raising the possibility that this genotype-environment interaction is also important for adaptation. 

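For NFS2 and SFS, 10 of 701 sites had an interaction with q under 0.05, and 29 had unadjusted p under 0.05. All 10 estimates were negative. From 25 to 18 °C the NFS2 mean fell at each of them, while the SFS mean fell less or rose. The count moved most without the flies numbered 1, to 2 sites. With the replicate block 9 sites were past the threshold, against 10 without it. Outside cacophony the site is CG3520 at position 19287318, edited in NFS2 at 0.999 ± 0.0769% at 18 °C and 1.63 ± 0.214% at 25 °C, and in SFS at 6.15 ± 0.995% and 4.51 ± 0.771% (interaction -2.26 points, SE 0.594, q = 0.0341).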

Interestingly, in comparing the NFS2 and SFS flies, we observed 10 editing sites with significant interactions between genetics and environment using a 5% FDR threshold (Supplementary Fig. 21, Supplementary Data 10). The majority of these sites are recoding and are in the gene *cacophony*, the main subunit of a voltage-gated calcium channel which is involved in several neurological processes, including neurotransmitter secretion at neuromuscular junctions^42^ and male courtship behavior^43,44^. As some of these sites within the *cacophony* transcript are separated by more than 10 kb, it is likely that the regulation responsible for this genotype-environment interaction is more complex than that for the *falafel* editing site. 

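The 9 cacophony sites span 21972 bases of chromosome X, and the widest gap between neighbours is 9915 bases. At position 11848310 the 5 NFS2 lines went from 70.5 ± 6.38% at 25 °C to 34.0 ± 8.76% at 18 °C, and SFS from 63.2 ± 4.61% (16 lines) to 57.5 ± 6.57% (14 lines), an interaction of -30.8 points (q = 1.89e-05). Position 11862801 went from 64.1 ± 5.11% to 33.8 ± 6.50% in NFS2 and from 63.9 ± 3.23% to 55.0 ± 5.42% in SFS (-21.4 points, SE 3.41, q = 9.42e-05). With the change taken per line, the populations differed by -29.9 to -6.14 points at the 9 sites, and the highest adjusted p over them was 3.44e-04 (exact permutation tests, two-sided). All 9 differences stayed negative whichever NFS2 line was left out, and in both depth batches of the 25 °C libraries. The sites had been selected over these same lines, which favours equal signs. At 18 °C NFS2 flies had 423 to 3721 reads at these sites, and at 25 °C the 2 flies of an NFS2 line together had 220 to 4169.

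**Figure D4:**
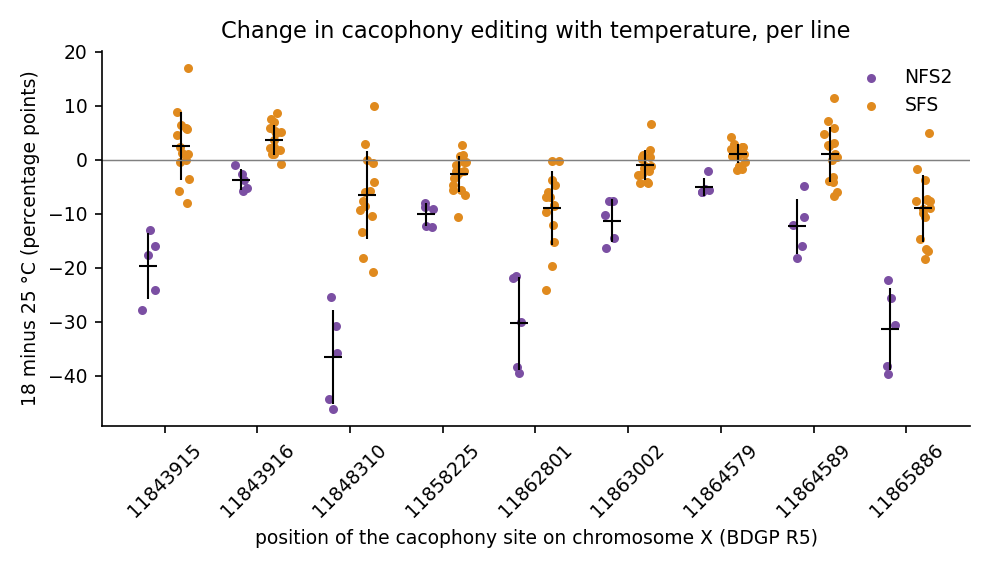
Change in editing level from 25 to 18 °C (percentage points) at the 9 cacophony sites, with 1 dot per line in NFS2 and SFS. Black bars are the mean and SD of each population, and the horizontal line marks no change.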

Altogether, this analysis shows that while most differentially edited sites between the opposing slope populations show similar trends in editing regardless of whether the temperature is 18 or 25 °C, interactions between genetics and environment can occur between different fly populations with naturally occurring genetic variation.

## Discussion

We analyzed the genomes, transcriptomes, and editomes of individual fly lines from the two slopes of Evolution Canyon, building upon previous studies examining *Drosophila* from this canyon^19,20,45^. Evolution Canyon is uniquely suited for studying the biodiversity, evolution and adaptation of organisms that live in relatively close proximity to each other, and is a potential model for incipient sympatric speciation^45–48^. Although genetic and gene expression differences have been discovered previously in flies from different environments, most studies have examined fly populations at different latitudinal clines, and many signatures of adaptation found so far may be related to migration out of Africa. This is the first study to systematically examine gene expression and RNA editing differences in flies from different microclimates.

We identified several candidate genes whose expression may play an adaptive role in the Evolution Canyon flies. The most striking of these are the Glutathione S-transferase genes, which show global under-expression in the NFS1 flies compared to the SFS (Supplementary Fig. 3a), and tend to be under-expressed in the NFS2 flies compared to the SFS as well (Supplementary Fig. 3b). These detoxification enzymes metabolize antioxidants, and their decreased expression in the NFS1 and NFS2 relative to the SFS flies may be related to the decreased sun exposure, as there is 200–800% more solar radiation on the SFS^18^. It is interesting to note that a previous study examining flies from Evolution Canyon showed enrichment of glutathione metabolism and transferase activity in genomic regions with evidence of inter-slope differentiating selection^19^. In addition, some Glutathione S-transferase genes have been shown to have significantly decreased expression in European flies compared to African flies in brain tissue^49^. Other genes involved in pigmentation, stress response, digestion, and chitin-related processes also showed significant gene expression differences between flies from the two slopes (Fig. 2c, d, Supplementary Figs. 4, 6). Future studies will be needed to address the potential adaptive role of the expression of these genes, and any regulatory mutations that are responsible for these gene expression changes.

We were able to show a strong connection between the genetic differences and the gene expression and RNA editing differences of the flies from the two slopes (Figs. 2e, f, 3b, c, Supplementary Fig. 13). This implies that, despite the flies being collected from Evolution Canyon years prior to our experiments, genetic regulation of gene expression and RNA editing still persists in the isofemale lines. In particular, we confirmed that an intronic SNP regulates the editing levels of two sites in the *prominin* transcript, although we note that we could not determine the exact amount of editing level regulation contributed by the SNP, since a CRISPR-associated PAM mutation was made in the same mutant. Since both the editing sites and the intronic SNP are conserved in many *Drosophila* species, and since most of the NFS1 lines contain the mutant allele that causes a decrease in editing, it is possible that the less stressful NFS environment decreased the strength of selection against this mutation. Although we have not yet identified an editing-related *prominin* phenotype, previous studies examining RNA editing evolution in different *Drosophila* species have demonstrated evidence of selection, especially for conserved, non-synonymous sites^31,50–52^. As the sites in *prominin* studied here are likewise conserved and code for non-synonymous amino acid changes, it’s still possible that they play an adaptive role.

For RNA editing, we found that both population genetic differences and environmental differences can regulate editing between flies from the two slopes, and that the regulation seems to act through changing the structural stability of the RNA editing substrate. A change in environment regulates editing to a large extent for dozens of sites, most likely by affecting the stability of many RNA structures simultaneously. In contrast, genetic regulation is more site-specific, likely due to particular SNPs nearby editing sites which change the stability of the RNA structure containing those sites. This result is also supported by previous studies that examined editing level differences between and within *Drosophila* species^13,14,50^. Population genetic differences in editing tend to be maintained regardless of the environment in which we measured them, suggesting that genetic regulation may be more influential than environmental regulation of these sites. We also observed one 3′ UTR site in the *falafel* transcript that exhibits a genotype-environment interaction between the NFS1 and SFS fly populations (Fig. 5e), as well as several non-synonymous sites in the *cacophony* transcript between the NFS2 and SFS fly populations (Supplementary Fig. 21). Future studies will be needed in different populations and environments to determine whether these trends in editing happen universally.

To conclude, our study found surprising connections between genetics, gene expression, and RNA editing in flies from the distinct microclimates of Evolution Canyon. By sequencing individual lines, we are able to show a clear correspondence between genotype and gene expression differences between flies from the two opposing slopes, some of which may be important for adaptation. In addition, we observe both genetic and environmental regulation of RNA editing in these flies, though the two modes of regulation seem to operate mostly independently of each other. This study sets the stage for future examinations of the regulation of adaptive gene expression and RNA editing differences, not only in other fly populations, but in other species as well.

## Methods

### Evolution canyon fly collection

The 16 NFS and 16 SFS isofemale lines were established from single females collected from opposite slopes of Nahal Oren canyon in Israel in October 2010. For the WGS, we sequenced a single-male fly from each of the 32 Evolution Canyon isofemale lines. For the RNA-seq experiments, we pooled together either whole bodies or heads of five 3–5-day-old male flies from each of the 32 isofemale lines, raised at 25 °C. For the mmPCR-seq experiments, we collected two single 3–5-day-old male whole bodies from each of the 32 isofemale lines, which represent biological replicates. We collected flies raised at 25 °C and at ~50% humidity, and at 18 °C and ~70% humidity. Fly heads or whole bodies were flash frozen in liquid nitrogen at the time of collection for all experiments. All flies were raised on a standard molasses diet (Stanford University Fly Media Center) and on a 12:12 light/dark cycle.

### Sequencing library preparation

For the WGS, fly DNA was extracted using the Qiagen DNeasy Blood and Tissue Kit. We used the Nextera DNA Sample Prep Kit to prepare the WGS libraries. Seven of the isofemale line samples (N1, N5, N10, N12, S2, S10, and S11) were sequenced as 76 bp paired-end reads on the Illumina NextSeq platform. The remaining 25 samples were sequenced as 150 bp paired-end reads on the Illumina HiSeq platform.

For the RNA-sequencing experiments, total RNA was extracted using the Agencourt RNAdvance Tissue Kit, followed by rRNA depletion and TURBO DNAse treatment (Life Technologies). The RNA-seq library was prepared using the KAPA Stranded mRNA-seq kit (Kapa Biosystems). The libraries were sequenced as 76 bp paired-end reads using the Illumina NextSeq platform.

For the mmPCR-seq experiments, total RNA was extracted using the Agencourt RNAdvance Tissue Kit, followed by DNAse I treatment (Thermo Fisher Scientific). cDNA synthesis was performed using the iScript Advanced cDNA synthesis kit (BioRad). The cDNA was pre-amplified using pooled primers designed to amplify 605 loci containing editing sites, followed by multiplex PCR using the Fluidigm Access Array system, following previously published protocols^14,21^. For flies raised at 25 °C, the amplicons were sequenced as 150 or 151 bp single-end reads on the Illumina NextSeq platform, except for the amplicons for sample S14, which were sequenced as 150 bp single-end reads on the Illumina MiSeq platform. For flies raised at 18 °C, the amplicons were sequenced as 76 bp paired-end reads on the Illumina NextSeq platform.

### Sequence mapping

For the WGS reads, the first 6 bases of the reads were trimmed, then mapped using the Burrows−wheeler algorithm (BWA)^53^ against the *D. melanogaster* genome (BDGP R5/dm3, Apr. 2006)^54,55^ using the default settings. Duplicate reads were marked using Picard (http://broadinstitute.github.io/picard/), and duplicate and unmapped reads were removed using Samtools^56^, as well as reads with a mapping quality less than 10. DNA variants were called using GATK^57–59^.

The RNA-seq reads were mapped differently for profiling gene expression and for measuring RNA editing levels. For gene expression, the last 2 bases of the reads were trimmed and then mapped using Tophat^60,61^, using the settings “-N 5 --segment-mismatches 3 --read-edit-dist 5”. We used the *D. melanogaster* genome (BDGP R5/dm3, Apr. 2006)^54,55^ and version 5.53 *D. melanogaster* Flybase gene annotations^62^ to map the reads. For RNA editing, the last 2 bases of the reads were trimmed and then mapped using BWA^53^ to the dm3 reference genome, along with 70 bp exonic sequences covering known splice junctions, which were obtained from the UCSC genome browser^36^. Duplicate reads were marked using Picard (http://broadinstitute.github.io/picard/), and duplicate and unmapped reads were removed using Samtools^56^, as well as reads with a mapping quality <10.

The mmPCR-seq data from the flies raised at 25 °C was mapped separately for analyses where comparisons were made within the flies raised at 25 °C, and for comparisons between flies raised at 25 and 18 °C. For the former, we trimmed the first 19 bases which contain the mmPCR primer sequence, and trimmed after the 143rd base of the read. We mapped the reads as single-end using the samse command in BWA^53^, allowing for a maximum of 6 mismatches. We mapped these reads to the dm3 reference genome, along with 120 bp exonic sequences covering known splice junctions, which were obtained from gene annotations from the UCSC genome browser^36^. For the latter, we trimmed the first 19 bases which contain the mmPCR primer sequence, and trimmed after the 75th base of the read. We mapped the reads as single-end using the samse command in BWA^53^, allowing for a maximum of 6 mismatches. We mapped these reads to the dm3 reference genome, along with 52 bp exonic sequences covering known splice junctions, which were obtained from gene annotations from the UCSC genome browser^36^.

For the mmPCR-seq reads from the flies at 18 °C, we trimmed the first 19 bases which contain the mmPCR primer sequence, as well as the last base of the read. We used the BWA samse command^53^, allowing for a maximum of 6 mismatches, to map these reads as single-end to the dm3 reference genome, along with 52 bp exonic sequences covering known splice junctions, obtained from gene annotations from the UCSC genome browser^36^. We did not include reads mapped to regions with editing sites that were covered by primers.

### Principal component analysis (PCA)

We used the prcomp function in R to perform the PCA. For the whole-genome sequencing PCA, we included SNPs that were called by GATK^57–59^ and were covered by at least 5 reads. For the gene expression PCA, counts for all expressed genes were obtained using featureCounts from Subread^63,64^, then were log2 transformed using DESeq2^65^, and this served as input for the PCA. For the RNA editing PCA, we included editing levels from sites in the mmPCR-seq data, in which all 32 Evolution Canyon samples had at least 50 reads coverage, and showed <20% difference between biological replicates. We also removed sites that all had >98% editing or <2% editing in all samples.

### Identification of putative selective sweeps

To minimize the possible sampling effect of related individuals, the 32 samples were first filtered based on their IBD (identical-by-descent) scores (pi_hat) until no IBD scores between two samples were >0.25. Identical-by-descent is a region of DNA that is shared between two or more individuals and is inherited from a common ancestor, and was computed using PLINK’s identity-by-descent function^66^. This left 6 NFS samples (N1, N3, N6, N9, N12, and N16) and 12 SFS samples (S4, S7, S8, S9, S10, S11, S12, S13, S14, S15, S16, and S24). The 6 NFS samples were classified as NFS1 (N1, N9, N12, and N16) and NFS2 (N3 and N6) according to the PCA clusters. Two methods were used to detect the possible sweep regions within population. (1) Pool-hmm^67^: Sequencing reads within population were merged together and then mapped to the reference genome (dm3) using BWA^53^ with default parameters. The parameters in Pool-hmm were set to be “-n 100 -c 5 -C 400 -q 20 -p -k 0.0000000001”, and “–theta” was set to be the θ estimated for each population. (2) S/HIC^68^: It is a machine learning based method and capable of detecting soft and hard sweeps. Genotype for each sample was generated using GATK^57,58^ and the haplotype for each sample was inferred using BEAGLE (version 4)^69^. A window size of 20 Kb was set while training and classifying by S/HIC. Sweep regions identified by the two methods were combined and only overlapping regions between the two were kept. Hard and soft sweep categories from S/HIC were applied.

### Differential gene expression analyses

Counts for each gene were obtained using featureCounts from Subread^63,64^, which were used in DESeq2^65^ to identify differentially expressed genes (adjusted *p*-value <0.05, Benjamini-Hochberg correction).

For identifying differentially expressed genes involved in pigmentation, DNA repair, and heat stress response, we used the following respective GO-terms: GO:0043473, GO:0006974, and GO:0009408.

### SNP enrichment in differentially expressed genes

To determine whether significant differentially expressed genes were enriched in SNPs, we first filtered out lowly expressed genes from the non-significant genes; specifically, we only included genes which had high enough expression to generate a *p*-value of differential expression from DESeq2, which is determined by an algorithm in the DESeq2 software. We only considered genes with annotations, which were from RefSeq^70^, taken from the UCSC genome browser^36^. If a gene had multiple isoforms, the longest one was used for identifying whether the gene had a SNP or not. *P*-values were generated using GOseq^24^, using a probability weighting function based on gene lengths, and the Wallenius approximation.

### SNPs and indels in differentially expressed genes in sweeps

We identified the top 0.5% most differentiated SNPs and indels that were located in the 3′ UTR, 5′ UTR or 1 kb upstream of the transcription start site of significantly differentially expressed genes (both between NFS1 and SFS, and NFS2 and SFS), and were also located in a selective sweep that was unique to a specific population. We only considered genes with annotations, which were from RefSeq^70^, taken from the UCSC genome browser^36^. If the 3′ UTR or 5′ UTR had different isoform annotations, the longest one was used for identifying whether those regions had a mutation or not; in addition, the 1 kb region was considered upstream from the 5′ UTR with the longest annotation. Molecular functions of the genes containing the SNPs and indels were taken from FlyBase^62^.

### RNA editing comparison using mmPCR-seq data

We measured editing levels at sites listed in the RADAR database^71^. Editing levels of a site were calculated by determining the fraction of reads with a ‘G’ nucleotide at that site. For each fly line, editing levels of each site were averaged between the two biological replicates. For the comparisons between NFS1 and SFS at 25 °C and between NFS2 and SFS at 25 °C, and for the NFS1, NFS2, and SFS 25 vs. 18 °C comparisons, we only compared sites that had at least 50 reads in both biological replicates and had less than 20% difference in editing between replicates in at least three samples in each group being compared. We removed sites that had <2% editing in all samples prior to testing as well, as well as sites that were identified as a SNP by GATK in the WGS data^57–59^. To identify significantly differentially edited sites, we performed a *t*-test using the average editing level measurements, and using the *p*-values from the *t*-test, subsequently calculated *q*-values using the R qvalue package^72^ to take into account multiple hypothesis testing. Sites with *q*-value <0.05 were labeled as significant. A site originally identified as significant between NFS1 and SFS at 25 °C (chr2L:3762337) was found to have discrepant editing level measurements between paired-end mapping vs. single-end mapping for certain samples at 18 °C. Therefore, this site was not included in mmPCR editing-related analyses. Molecular functions of genes containing significantly differentially edited sites were taken from FlyBase^62^.

### RNA editing comparison using RNA-seq data

We measured editing levels at sites listed in the RADAR database^71^. Editing levels of a site were measured by taking the number of ‘G’ nucleotide reads at the site and dividing by the total number of ‘A’ and ‘G’ nucleotide reads at the site. Only bases with a quality score of 20 or greater were considered in calculating editing levels. Since the coverage of editing sites was not as high in the RNA-seq compared to the mmPCR-seq data, we tested for significant differences in editing using a likelihood ratio test, which took into account coverage of the editing sites. Specifically, we use a beta-binomial model to test the differential editing level. At each site, the underlying editing level, *π*, in each strain is modeled as a beta distribution. Conventionally $${\mathrm{Beta}}\left( {{\mathrm{a,b}}} \right)$$ probability density function is written as equations (1) and (2):

1 $$f\left( {\pi ;{\mathrm{a}},{\mathrm{b}}} \right) = \frac{{\pi ^{{\mathrm{a}} - 1}\left( {1 - \pi } \right)^{{\mathrm{b}} - 1}}}{{B\left( {{\mathrm{a}},{\mathrm{b}}} \right)}},$$

where

2 $$B\left( {{\mathrm{a,b}}} \right) = \frac{{{\mathrm{\Gamma }}\left( {\mathrm{a}} \right){\mathrm{\Gamma }}\left( {\mathrm{b}} \right)}}{{{\mathrm{\Gamma }}\left( {{\mathrm{a + b}}} \right)}}.$$

We re-parametrize this density function by $${\mathrm{Beta}}\left( {u,N} \right)$$, such that $$u = \frac{{\mathrm{a}}}{{{\mathrm{a + b}}}}$$ and $$N = {\mathrm{a + b}}$$. For strain i, conditioning on the total reads mapped to the site, *X*_i_, the number of the edited reads, $$X_{\mathrm{i}}^\prime $$, is binomial: $$X_{\mathrm{i}}^\prime \left| {X_{\mathrm{i}}} \right.\,\sim {\mathrm{Binom}}\left( {X_{\mathrm{i}},\pi _{\mathrm{i}}} \right)$$. Marginally $$X_{\mathrm{i}}^\prime $$ has a beta-binomial distribution.

Under the null hypothesis of equal editing level, $$\pi _{\mathrm{i}}\sim {\mathrm{Beta}}\left( {u_0,N} \right)$$ for all strains; in other words, all *π*_i_ are drawn from the same Beta distribution. Under the alternative hypothesis, we let $$\pi _{\mathrm{i}}\sim {\mathrm{Beta}}\left( {u_1,N} \right)$$ for the SFS flies and $$\pi _{\mathrm{i}}\sim {\mathrm{Beta}}\left( {u_2,N} \right)$$ for the NFS (NFS1 or NFS2) flies. The parameters, $$(u_0,N)$$ under the null hypothesis and $$(u_1,u_2,N)$$ under the alternative hypothesis are estimated by maximizing the joint likelihood given all observed RNA-seq editing data. We note that this model accounts for over-dispersion in the count data by allowing *π*_i_ to vary between strains.

We included sites in which at least three samples in NSF1 or NFS2 and in SFS had a coverage of at least 5 reads. We removed sites that were identified as a SNP by GATK in the WGS data^57–59^. Using the *p*-values from this test, *q*-values were calculated using the R qvalue package^72^; sites with *q*-value <0.05 were labeled as significant. Molecular functions of genes containing significantly differentially edited sites were taken from FlyBase^62^.

### RNA editing SNP enrichment analysis

For all analyses examining SNP enrichment near, or in the ECS of differentially edited sites, the differentially edited sites contained significant sites from 25 °C whole body mmPCR-seq and head RNA-seq (*q*-value <0.05), that also had at least a 5% editing level difference between the NFS1 and SFS flies or between the NFS2 and SFS flies. The non-differentially edited sites included sites with *q*-value ≥0.05 from the 25 °C whole body mmPCR-seq. Since some sites are clustered together, which might confound our results, we also only included one representative site within each cluster for our analyses. Specifically, if editing sites were clustered together (within 100 bases for the analyses which counted the number of SNPs near editing sites and in the predicted ECSs of editing sites, and within 5 kb for the Fst enrichment plot and the accompanying one-sided KS-test), then either the editing site with the greatest editing level difference between the NFS1 and SFS flies, or between the NFS2 and SFS flies, was used (for the significantly differentially edited sites), or the editing site with the smallest editing level difference was chosen (for the non-differentially edited sites). For the analysis comparing average Fst for the differentially edited and non-differentially edited sites, we calculated an average Fst value at each base 5′ and 3′ to each editing site, going out to 5 kb from the editing site. To do this, we first summed the Fst value at each base for each editing site, summing separately for the differentially edited and non-differentially edited sites, and then divided by the respective number of sites. To test whether there was higher genetic differentiation around the differentially edited sites, we averaged this average Fst value over 250 bp non-overlapping windows, and performed a one-sided KS test. For the plots in Fig. 3c, Supplementary Fig. 13, the average Fst values are averaged over 1250 bp overlapping windows with a 250 bp step size.

### Generating *prominin* CRISPR mutants

To generate the *prominin* editing CRISPR mutant lines, plasmids containing guide RNAs were injected into embryos of flies expressing Cas9^73^ (BestGene, Chino Hills, CA, USA). The sequences inserted into the guide RNA plasmids are as follows: *Prom* ECS SNP mutation sense guide RNAs: 5′-TTCGCAAATTCGTTACTTCGACGC-3′, 5′-TTCGACGTACAGTATCAAAGTAAT-3′. *Prom* ECS deletion sense guide RNAs: 5′-TTCGCAGGAAAAATCGGTCTTTGG-3′, 5′-TTCGACGTGTGTATCCAGATTCCC-3′. For the *prom* ECS deletion mutants, we used Cas9 to make two double-stranded DNA breaks around the ECS. These breaks were then repaired using non-homologous end joining. For the *prom* SNP mutation mutants, we used single-stranded oligos that had 60 bp flanking sequences on each side of the mutations for homologous recombination^74^. The sequences for these oligos are as follows: single-stranded oligo for ECS SNP mutant (ECS SNP and PAM mutation): 5′-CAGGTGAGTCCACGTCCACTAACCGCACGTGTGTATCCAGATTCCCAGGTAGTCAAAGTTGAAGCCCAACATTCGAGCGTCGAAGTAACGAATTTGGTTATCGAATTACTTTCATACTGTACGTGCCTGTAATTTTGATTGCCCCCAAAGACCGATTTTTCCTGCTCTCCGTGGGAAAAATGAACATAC-3′. Single-stranded oligo for control (PAM mutation only):

5′-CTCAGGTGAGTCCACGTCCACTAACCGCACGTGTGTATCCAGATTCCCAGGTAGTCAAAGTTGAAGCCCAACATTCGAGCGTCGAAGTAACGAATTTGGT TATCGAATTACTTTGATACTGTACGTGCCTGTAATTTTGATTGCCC CCAAAGACCGATTTTTCCTG CTCTCCGTGG-3′. Flies were crossed and Sanger-sequenced to ensure that they were homozygous for the mutation of interest.

### qPCR analysis

For comparing *Adar* expression between samples at 25 and 18 °C, we used the following primers:

Adar_F: 5′-GCCTCAGATACACGCGGATA-3′

Adar_R: 5′-TGCCCGCTAATAC CTTTCGA-3′

Rp49_F: 5′-CCGCTTCAAGGG ACAGTATC-3′

Rp49_R: 5′-GACAATCTC CTTGCGCTTCT-3′

We performed qPCR using the KAPA SYBR FAST qPCR kit (Kapa Biosystems), and the BioRad CFX96 qPCR system.

### Genotype-environment interaction analysis

To determine whether any editing sites had a genotype-environment interaction, we fit a generalized linear model of the form G + E + G × E (where G represents NFS1 and SFS editing levels, or NFS2 and SFS editing levels, E represents 25 and 18 °C editing levels, and G × E is the interaction between them) for each editing site that passed the requirements stated in the “RNA editing comparison using mmPCR-seq data” Methods section, and used a Gaussian distribution to fit the model. An ANOVA test was then performed on the model, and *q*-values were generated from the *p*-values determined from the interaction term, using the R qvalue package^72^.

### Data availability

The WGS, RNA-seq, and mmPCR-seq data were deposited to Gene Expression Omnibus at the National Center for Biotechnical Information under the accession number GSE104085.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

# Supplementary material for: Regulation of gene expression and RNA editing in Drosophila adapting to divergent microclimates
**Source:** Nat Commun. 2017 Nov 17;8:1570. doi: 10.1038/s41467-017-01658-2
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Table 1: Annotation and gene information for editing sites which are differentially edited between NFS1 and SFS**

| Gene                                                 | Molecular Function                          | Editing Site   | Annotation       | Dataset            |
|------------------------------------------------------|---------------------------------------------|----------------|------------------|--------------------|
| prominin                                             | protein binding                             | chr2R:20306770 | Nonsyn, Asn->Ser | mmPCR-seq, RNA-seq |
|                                                      |                                             | chr2R:20306773 | Nonsyn, Tyr->Cys | mmPCR-seq          |
| Dynein heavy chain at 93AB                           | ATPase                                      | chr3R:16861033 | Nonsyn, Gln->Arg | mmPCR-seq          |
|                                                      |                                             | chr3R:16860925 | Nonsyn, Gln->Arg | mmPCR-seq          |
|                                                      |                                             | chr3R:16859660 | Nonsyn, Ile->Val | mmPCR-seq          |
|                                                      |                                             | chr3R:16854033 | Nonsyn, Ile->Val | mmPCR-seq          |
| CG42492                                              | N/A                                         | chrX:5524375   | Nonsyn, Tyr->Cys | mmPCR-seq          |
| falafel                                              | protein binding                             | chr3R:9518315  | 3'UTR            | mmPCR-seq          |
|                                                      |                                             | chr3R:9518314  | 3'UTR            | mmPCR-seq          |
| CG14142                                              | N/A                                         | chr3L:11168895 | Nonsyn, Gln->Arg | mmPCR-seq          |
|                                                      |                                             | chr3L:11168876 | Nonsyn, Thr->Ala | mmPCR-seq          |
| Ryanodine receptor                                   | ryanodine-sensitive calcium-release channel | chr2R:4772736  | Nonsyn, Lys->Arg | mmPCR-seq          |
|                                                      |                                             | chr2R:4772882  | Nonsyn, Ser->Gly | mmPCR-seq          |
| CG31462                                              | Immunoglobulin                              | chr3R:4212460  | Nonsyn, Asn->Asp | mmPCR-seq          |
|                                                      |                                             | chr3R:4212480  | Nonsyn, Lys->Arg | mmPCR-seq          |
| NMDA receptor 1                                      | NMDA glutamate receptor                     | chr3R:1337783  | Nonsyn, Met->Val | mmPCR-seq          |
| Ca2+-channel protein $\alpha$ 1 subunit T            | Voltage-gated calcium channel               | chrX:6003904   | Nonsyn, Thr->Ala | mmPCR-seq          |
|                                                      |                                             | chrX:6009458   | Nonsyn, Ser->Gly | mmPCR-seq          |
| CG42540                                              | N/A                                         | chr3L:4590708  | 3'UTR            | mmPCR-seq          |
| CG31935                                              | GTPase Activator                            | chr2L:1609982  | Nonsyn, Ser->Gly | mmPCR-seq          |
| Diacyl glycerol kinase $\epsilon$                    | Diacyl glycerol kinase                      | chr2R:8646087  | Nonsyn, Ile->Met | mmPCR-seq          |
| Octopamine $\beta$ 3 receptor                        | Octopamine receptor                         | chr3R:8343182  | Nonsyn, Lys->Arg | mmPCR-seq          |
|                                                      |                                             | chr3R:8343173  | Nonsyn, Lys->Arg | mmPCR-seq          |
| Shaker                                               | Voltage-gated potassium channel             | chrX:17832044  | Intronic         | RNA-seq            |
| G protein subunit $\gamma$ at 30A                    | protein heterodimerization                  | chr2L:9280671  | Intronic         | RNA-seq            |
| CG13739                                              | protein dimerization                        | chr2R:5231745  | Intronic         | RNA-seq            |
| VAMP-associated protein 33kDa                        | FFAT motif binding                          | chrX:3847324   | 3'UTR            | RNA-seq            |
| short stop                                           | protein binding                             | chr2R:9781085  | Nonsyn, Thr->Ala | RNA-seq            |
| Na <sup>+</sup> /H <sup>+</sup> hydrogen exchanger 3 | sodium:proton antiporter                    | chr2L:6682304  | Nonsyn, Ser->Gly | RNA-seq            |
| Intergenic                                           | N/A                                         | chr2L:7643369  | Intergenic       | RNA-seq            |
|                                                      |                                             | chrX:14721060  | Intergenic       | RNA-seq            |

The sites represented have an FDR-adjusted p-value < 0.05 and an editing difference of at least 5% between the NFS1 and SFS fly populations.

**Supplementary Table 2: Annotation and gene information for sites which are differentially edited between NFS2 and SFS**

| Gene                                         | Molecular Function                      | Editing Site     | Annotation       | Dataset   |
|----------------------------------------------|-----------------------------------------|------------------|------------------|-----------|
| CG14142                                      | N/A                                     | chr3L:11168868   | Nonsyn, Glu->Gly | mmPCR-seq |
|                                              |                                         | chr3L:11168876   | Nonsyn, Thr->Ala | mmPCR-seq |
|                                              |                                         | chr3L:11168895   | Nonsyn, Gln->Arg | mmPCR-seq |
| CG14408                                      | protein kinase inhibitor                | chrX:14723854    | Nonsyn, Lys->Glu | mmPCR-seq |
| uncoordinated 79                             | N/A                                     | chr3R:15056819   | Nonsyn, Asn->Asp | mmPCR-seq |
|                                              |                                         | chr3R:15064567   | Nonsyn, Glu->Gly | mmPCR-seq |
| straightjacket                               | voltage-gated calcium channel           | chr2R:9697052    | Nonsyn, Ile->Val | mmPCR-seq |
| CG34355                                      | N/A                                     | chr3R:19674259   | Nonsyn, Lys->Glu | mmPCR-seq |
| Rad, Gem/Kir family member 1                 | GTPase                                  | chr2R:15213814   | Nonsyn, Gln->Arg | mmPCR-seq |
| CG34357                                      | guanylate cyclase                       | chr3R:319616     | Nonsyn, Gln->Arg | mmPCR-seq |
| CG10185                                      | N/A                                     | chr3R:11891689   | Nonsyn, Ile->Met | mmPCR-seq |
| CG42795                                      | GTPase activator                        | chr3R:6071147    | Nonsyn, Ser->Gly | mmPCR-seq |
| CG42540                                      | N/A                                     | chr3L:4590708    | 3'UTR            | mmPCR-seq |
| Endophilin A                                 | lysophosphatidic acid acyltransferase   | chr3R:14735875   | 3'UTR            | RNA-seq   |
| Major Facilitator Superfamily Transporter 17 | transmembrane transporter               | chr2RHet:1267431 | Intronic         | RNA-seq   |
|                                              |                                         | chr2RHet:1269010 | Intronic         | RNA-seq   |
| retinal degeneration A                       | diacylglycerol kinase                   | chrX:8818718     | Intronic         | RNA-seq   |
|                                              |                                         | chrX:8818719     | Intronic         | RNA-seq   |
| CG42492                                      | N/A                                     | chrX:5524246     | Nonsyn, Asp->Gly | RNA-seq   |
| Na/Ca-exchange protein                       | calcium:sodium antiporter               | chr3R:16819332   | Nonsyn, Asp->Gly | RNA-seq   |
| retinophilin                                 | N/A                                     | chr3R:1062051    | 3'UTR            | RNA-seq   |
| kuzbanian                                    | metalloendopeptidase                    | chr2L:13550505   | Intronic         | RNA-seq   |
| Dopamine/Ecdysteroid receptor                | G-protein coupled amine receptor        | chr3L:4369459    | Nonsyn, Asn->Ser | RNA-seq   |
| Cysteine string protein                      | heat shock protein 40/DnaJ co-chaperone | chr3L:22266244   | 3'UTR            | RNA-seq   |

The sites represented have an FDR-adjusted p-value < 0.05 and an editing difference of at least 5% between the NFS2 and SFS fly populations.

**Supplementary Table 3: The 10 most differentiated SNPs in *prominin***

| SNP            | Allele frequency in NFS1 | Allele frequency in SFS |
|----------------|--------------------------|-------------------------|
| chr2R:20304899 | 0.933333                 | 0                       |
| chr2R:20305901 | 0.067708                 | 0.86351                 |
| chr2R:20306664 | 0.888889                 | 0.165644                |
| chr2R:20307327 | 0.914573                 | 0                       |
| chr2R:20307717 | 0.890909                 | 0                       |
| chr2R:20309987 | 0.870229                 | 0                       |
| chr2R:20312645 | 0                        | 0.725309                |
| chr2R:20312847 | 1                        | 0.26799                 |
| chr2R:20313061 | 0.857798                 | 0                       |
| chr2R:20314480 | 0.090517                 | 0.990099                |

The SNPs are sorted by position, and the SNP highlighted in blue is in *prominin*'s predicted ECS.

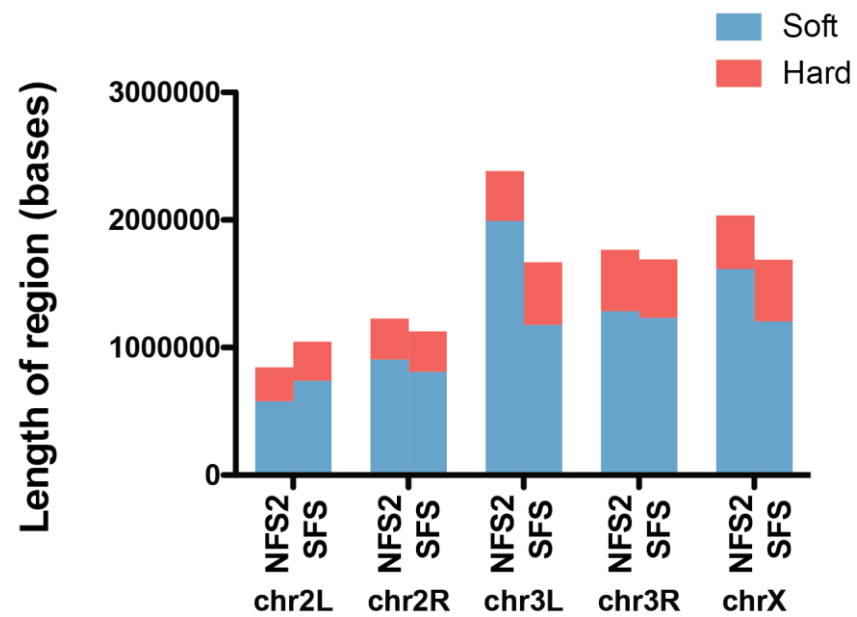

**Supplementary Figure 1: Comparing the sizes of selective sweeps between the NFS2 and SFS fly populations.** Bar plot showing the length of hard sweep regions (red) and soft sweep regions (blue) in 2 NFS2 and 12 SFS lines for different chromosomes.

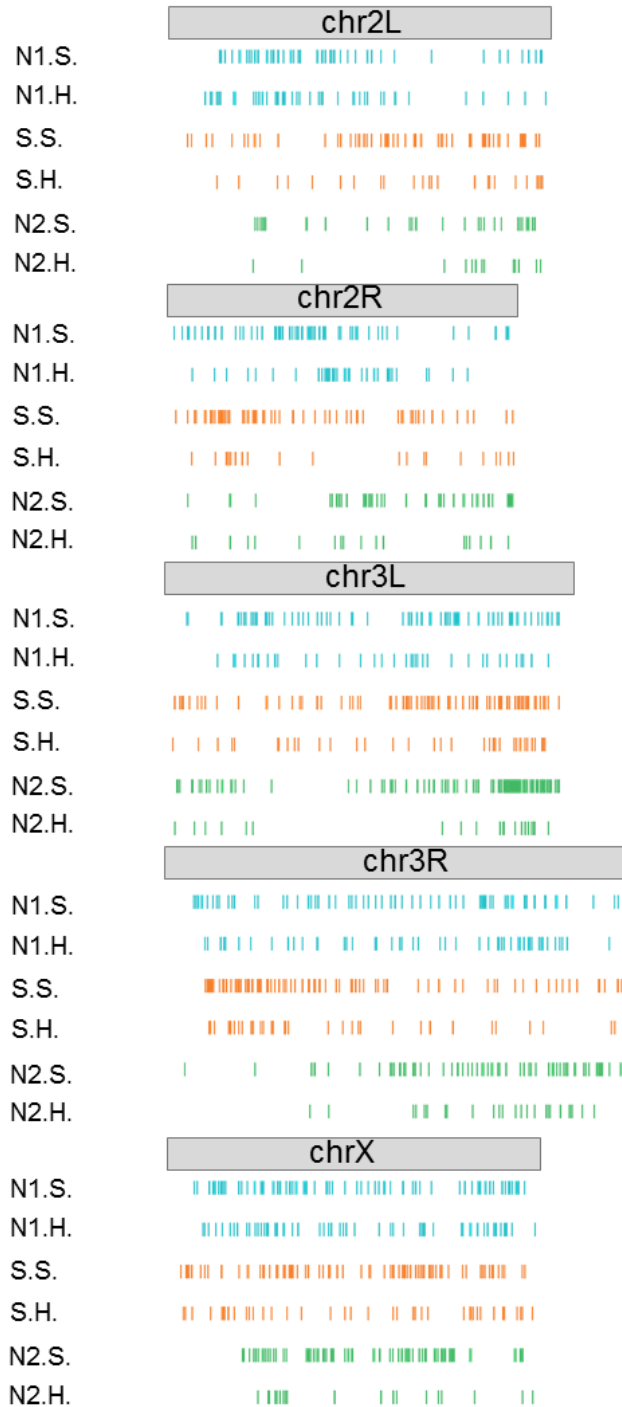

**Supplementary Figure 2: Comparing the locations of selective sweeps between the NFS1, SFS, and NFS2 fly populations.** Diagram showing the location of selective sweeps across different chromosomes for the NFS1, SFS, and NFS2 fly populations, represented by 4, 12, and 2 fly lines, respectively. “N1.S.” represents NFS1 soft sweeps, “N1.H.” represents NFS1 hard sweeps, “S.S.” represents SFS soft sweeps, “S.H.” represents SFS hard sweeps, “N2.S.” represents NFS2 soft sweeps, and “N2.H.” represents NFS2 hard sweeps.

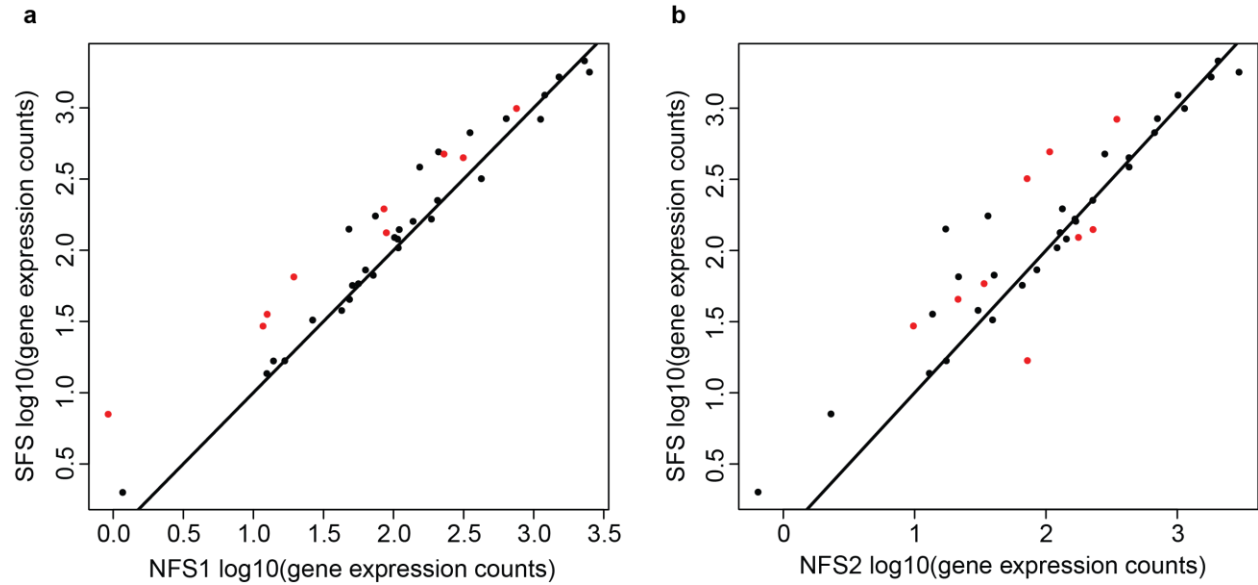

**Supplementary Figure 3: Comparing Glutathione S-transferase gene expression between different Evolution Canyon fly populations.** Scatterplot comparing Glutathione S-transferase gene expression in whole bodies between the 8 NFS1 and 16 SFS fly lines (a) and between the 5 NFS2 and 16 SFS fly lines (b). Points in red represent significantly differentially expressed genes (Benjamini-Hochberg adjusted p-value < 0.05, Wald test from DESeq2).

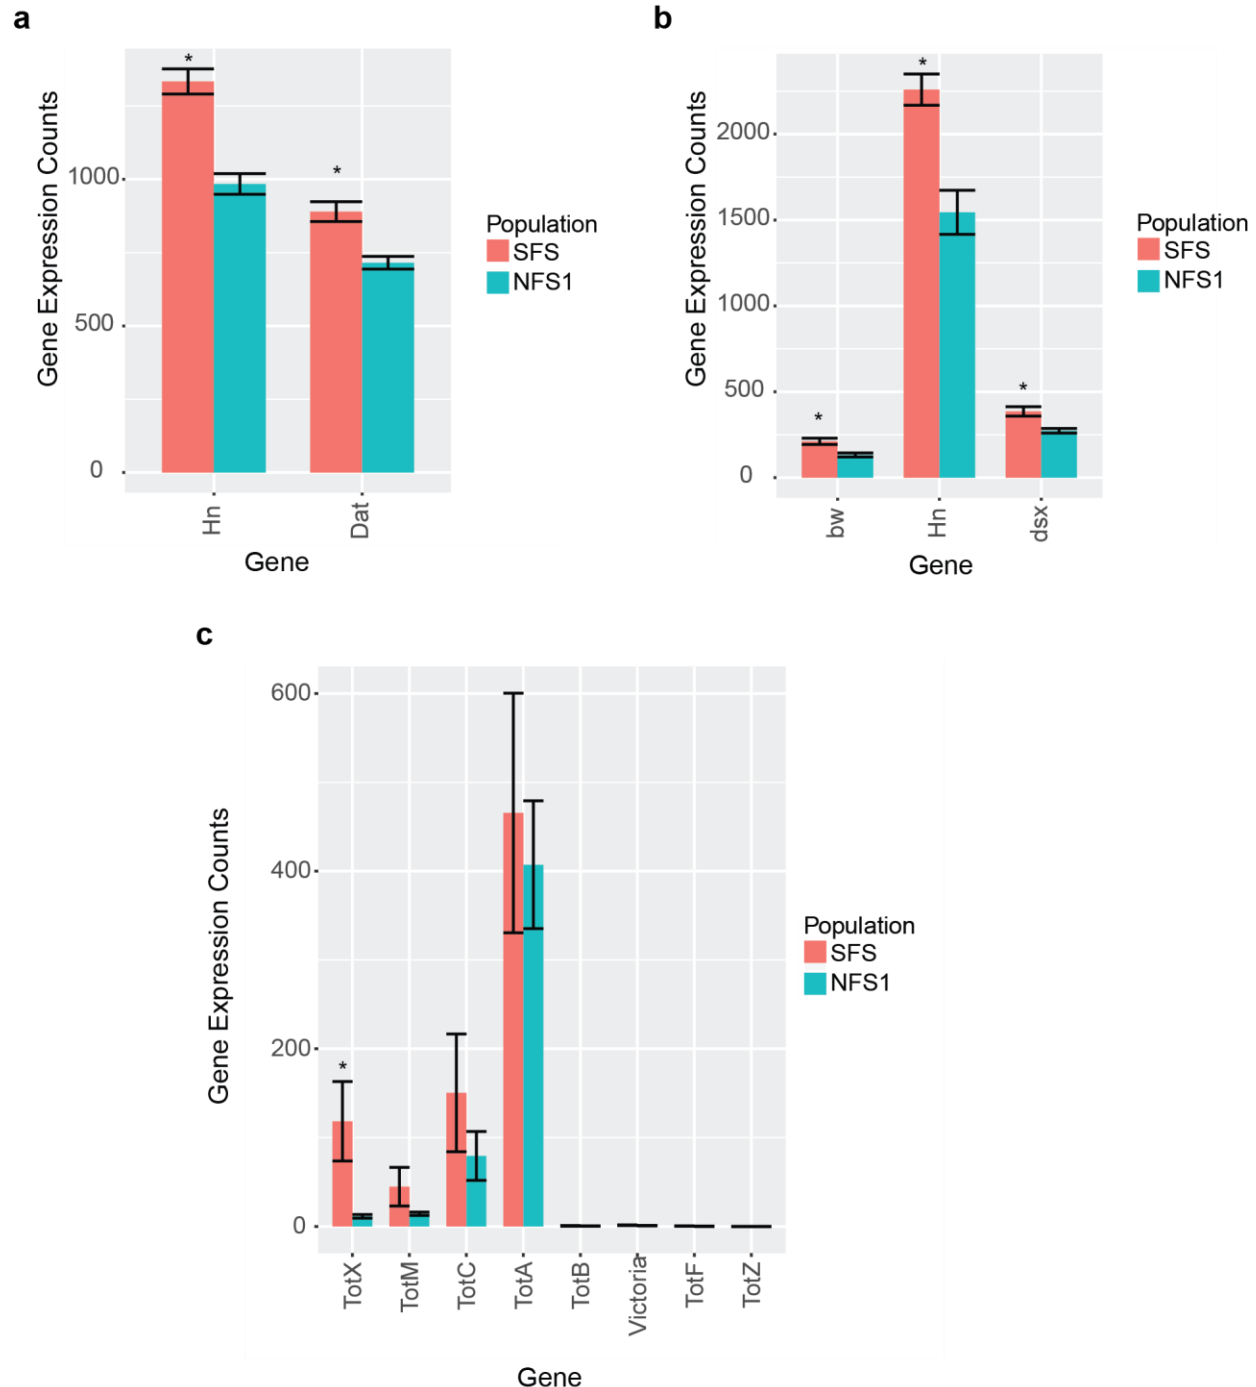

**Supplementary Figure 4: Comparing the expression of specific pigmentation and heat response genes between the SFS and NFS1 fly populations.** Average gene expression counts from RNA-seq data for (a) Pigmentation genes in whole bodies, (b) Pigmentation genes in heads, and (c) *Turandot* genes in whole bodies in the 16 SFS and 8 NFS1 fly lines. An asterisk represents genes with significantly different expression between SFS and NFS1 (Benjamini-Hochberg adjusted  $p$ -value  $< 0.05$ , Wald test from DESeq2). Error bars represent standard error of the mean. SFS gene expression is shown in red, while NFS1 gene expression is shown in turquoise.

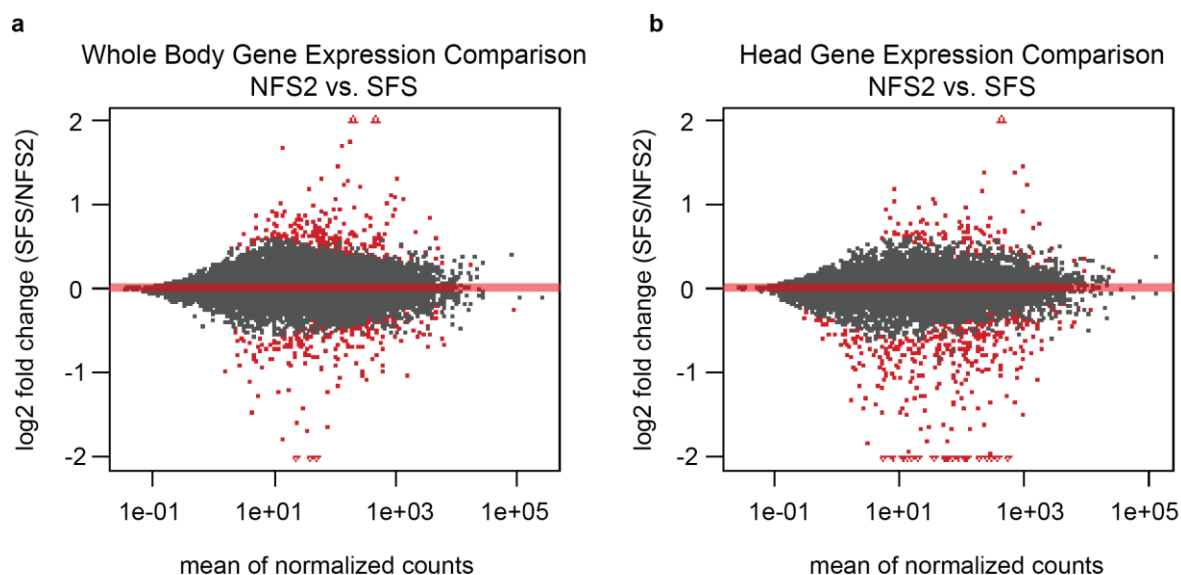

**Supplementary Figure 5: Comparing gene expression between the NFS2 and SFS fly populations.** Scatter plot showing gene expression differences between the 5 NFS2 and 16 SFS fly lines in whole bodies (a) and heads (b). Red points represent genes with significantly different expression levels (Benjamini-Hochberg adjusted p-value < 0.05, Wald test, DESeq2).

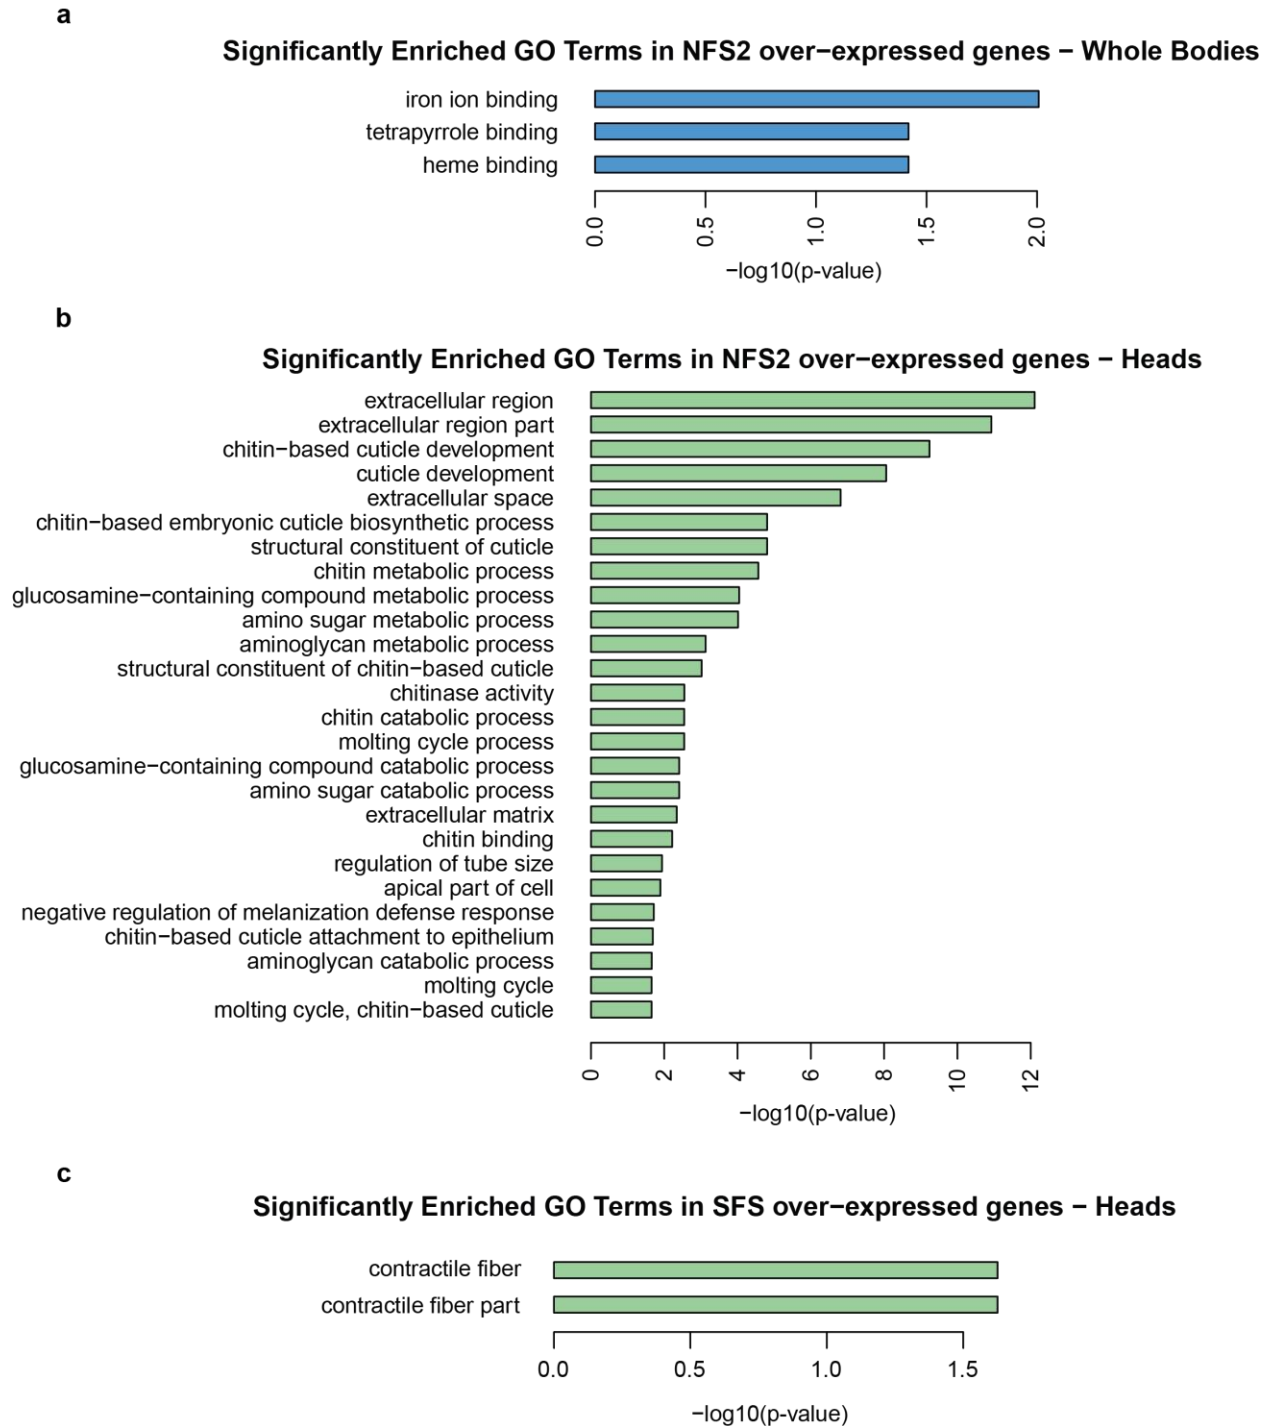

**Supplementary Figure 6: GO-term enrichment analysis for differentially expressed genes between the NFS2 and SFS fly populations.** Significantly enriched GO-terms and associated p-values of genes over-expressed in NFS2 in whole bodies (a), genes over-expressed in NFS2 in heads (b), and genes over-expressed in SFS in heads (c) (Benjamini-Hochberg adjusted p-value < 0.05, Goseq using the Wallenius approximation).

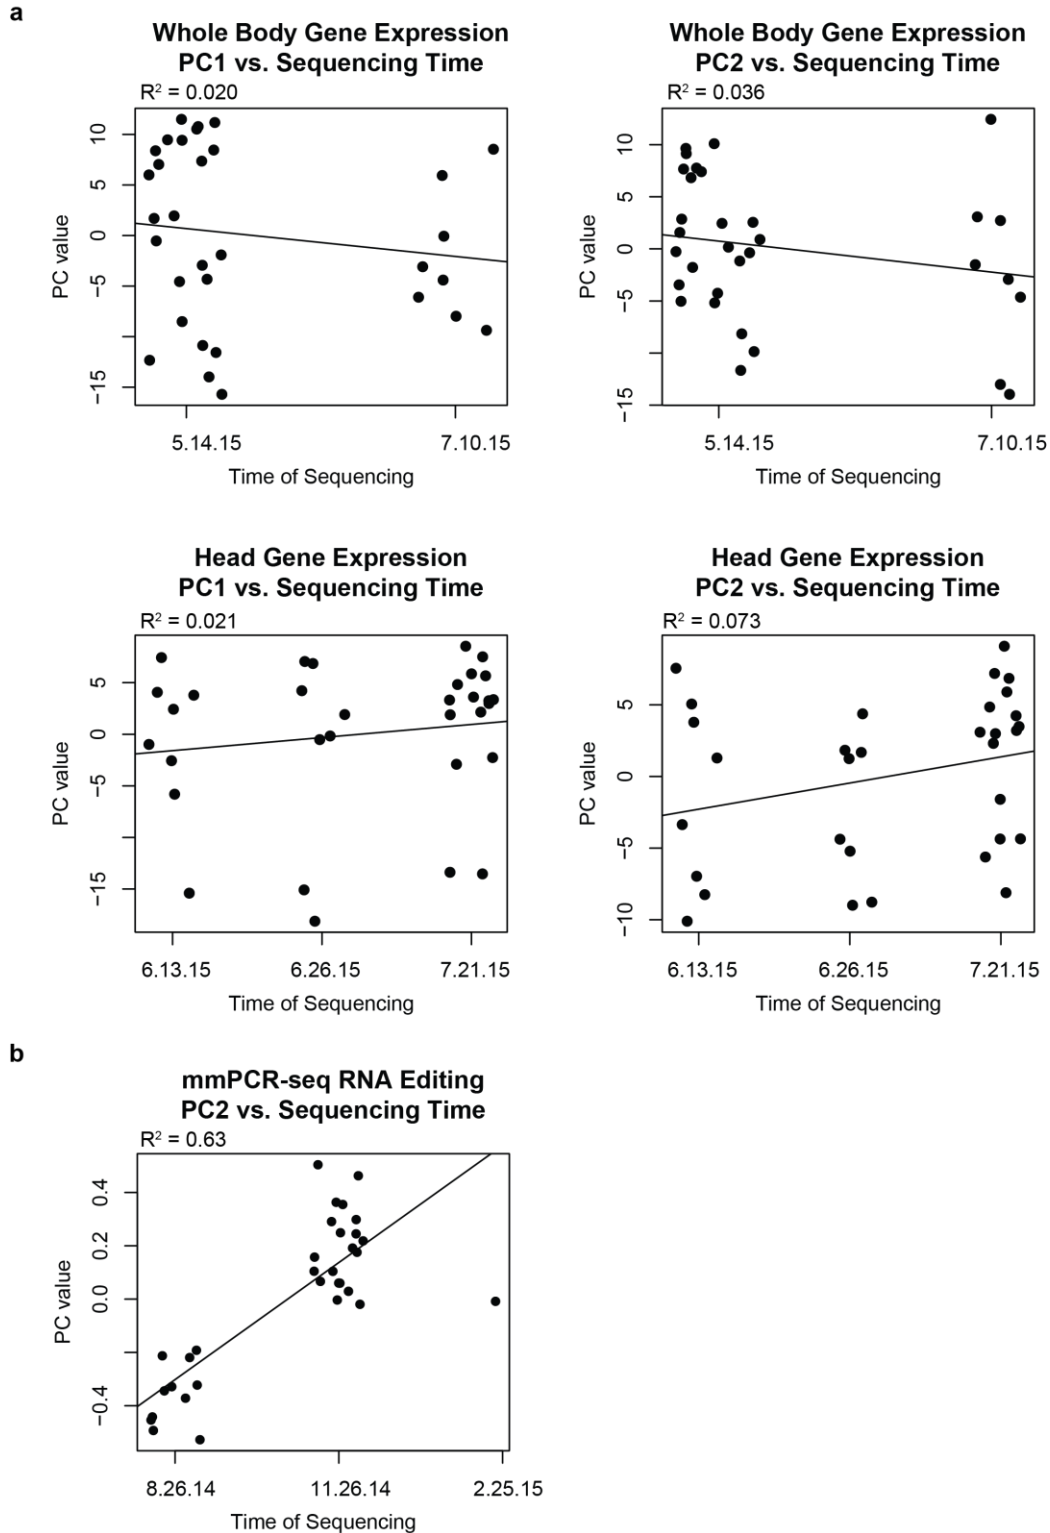

**Supplementary Figure 7: Correlations between gene expression and RNA editing PCs (Principal Components) and time of sequencing.** Scatterplots comparing PC values with time of sequencing for (a) gene expression and (b) mmPCR-seq RNA editing Principal Component Analyses.

Replicate 2 Editing Levels

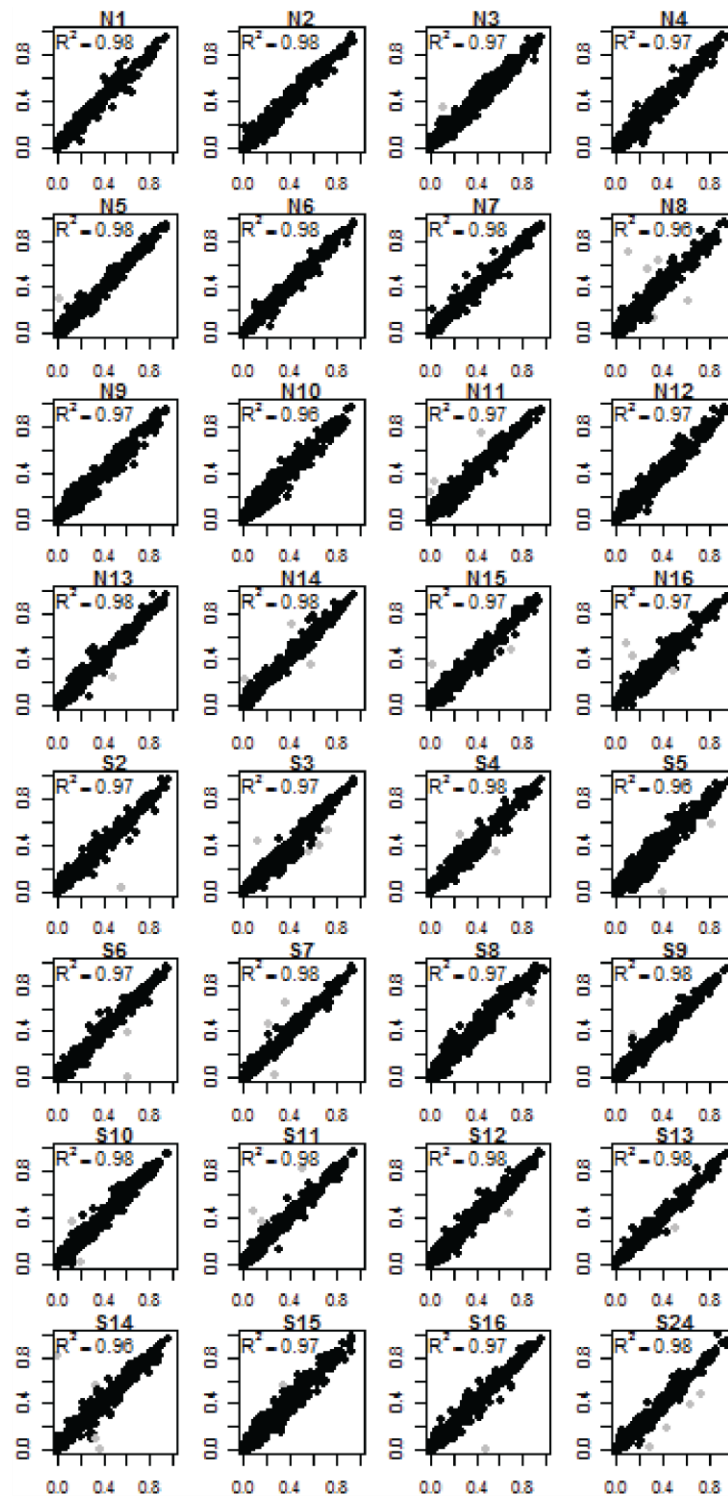

Replicate 1 Editing Levels

**Supplementary Figure 8: Comparing mmPCR-seq editing levels between biological replicates of Evolution Canyon flies raised at 25°C.** Scatterplots comparing mmPCR-seq editing levels of biological replicates (one single fly per replicate) for each of the 32 Evolution Canyon lines raised at 25°C. Gray points represent sites with  $\geq 20\%$  editing level difference between replicates, which were not included in subsequent analyses.

Replicate 2 Editing Levels

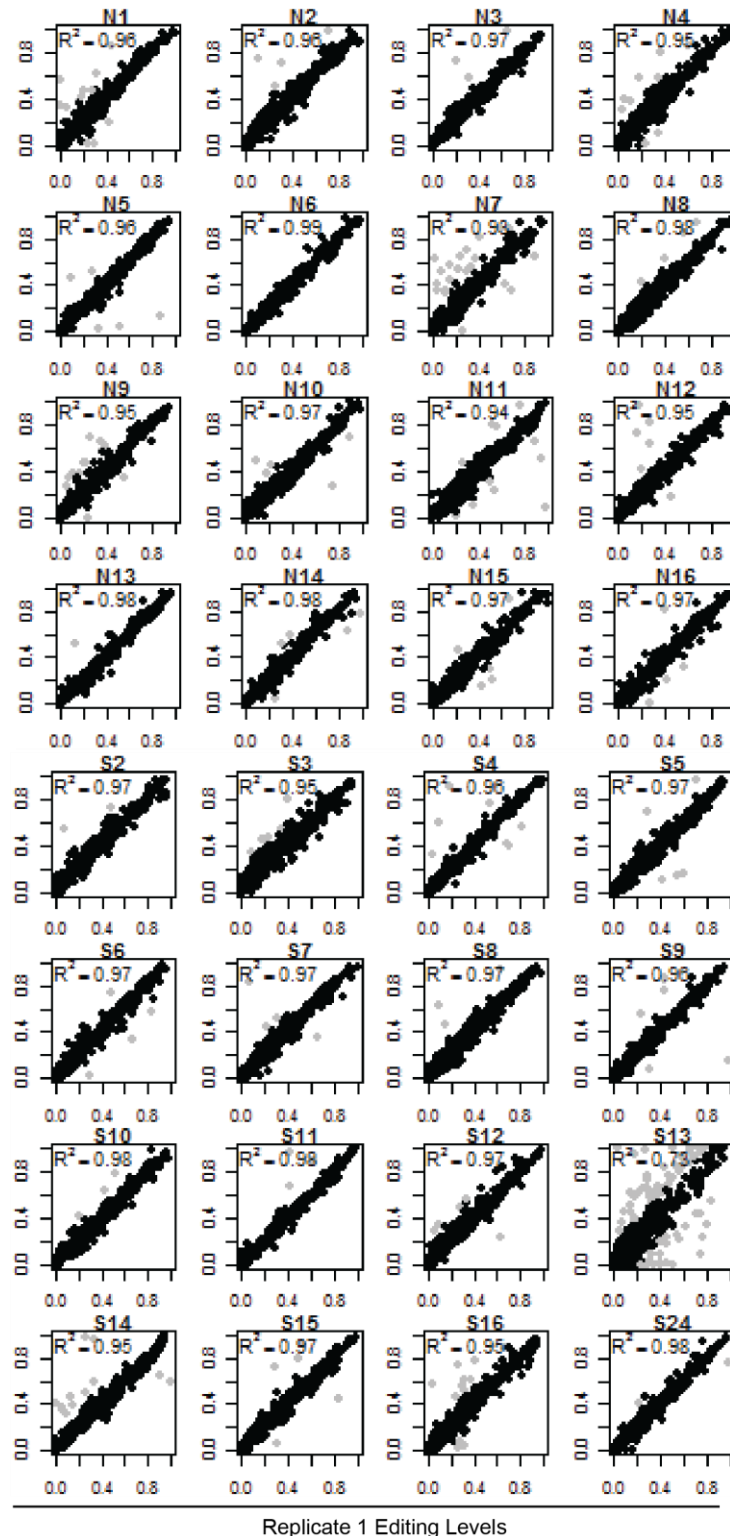

Replicate 1 Editing Levels

**Supplementary Figure 9: Comparing mmPCR-seq editing levels between biological replicates of Evolution Canyon flies raised at 18°C.** Scatterplots comparing mmPCR-seq editing levels of biological replicates (one single fly per replicates) for each of the 32 Evolution Canyon lines raised at 18°C. Gray points represent sites with  $\geq 20\%$  editing level difference between replicates, which were not included in subsequent analyses.

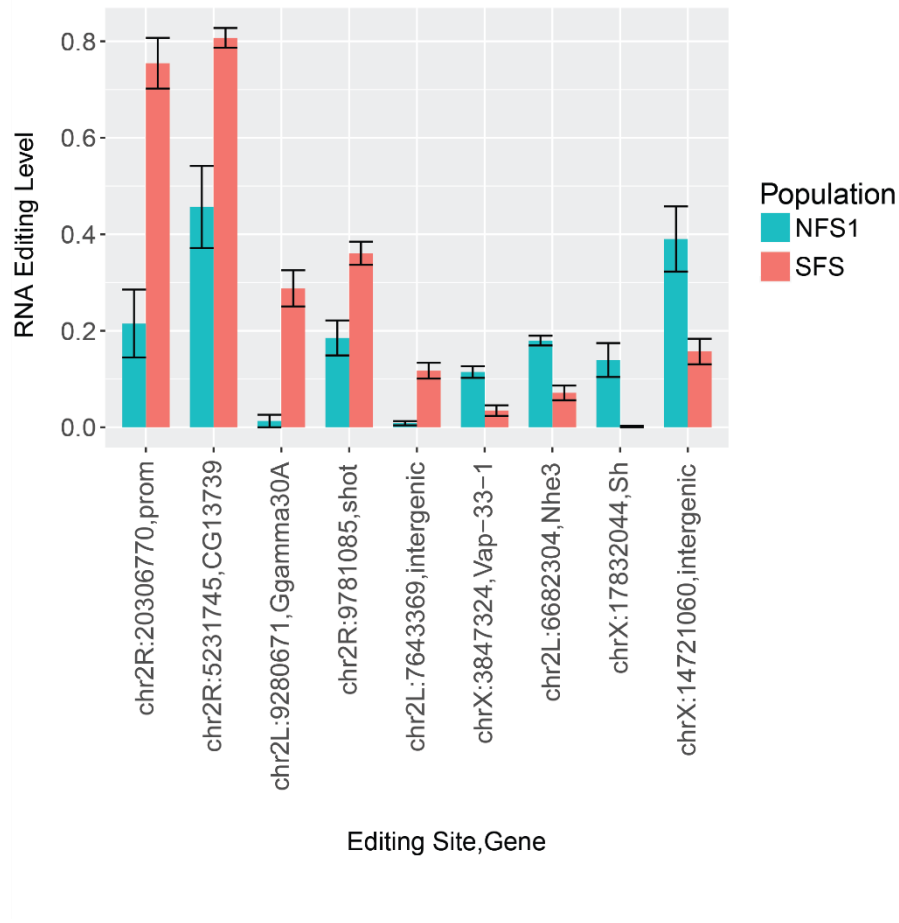

**Supplementary Figure 10: Significantly differentially edited sites between NFS1 and SFS flies identified from head RNA-seq data.** Barplot showing the average editing levels of the NFS1 (turquoise) and SFS (red) fly lines for significant sites identified between these two populations from head RNA-seq (FDR-adjusted p-value < 0.05). Error bars represent standard error of the mean. The number of fly lines represented for each site per population ranges from 7 to 8 for NFS1 and 14 to 16 for SFS; see Supplementary Data 7.

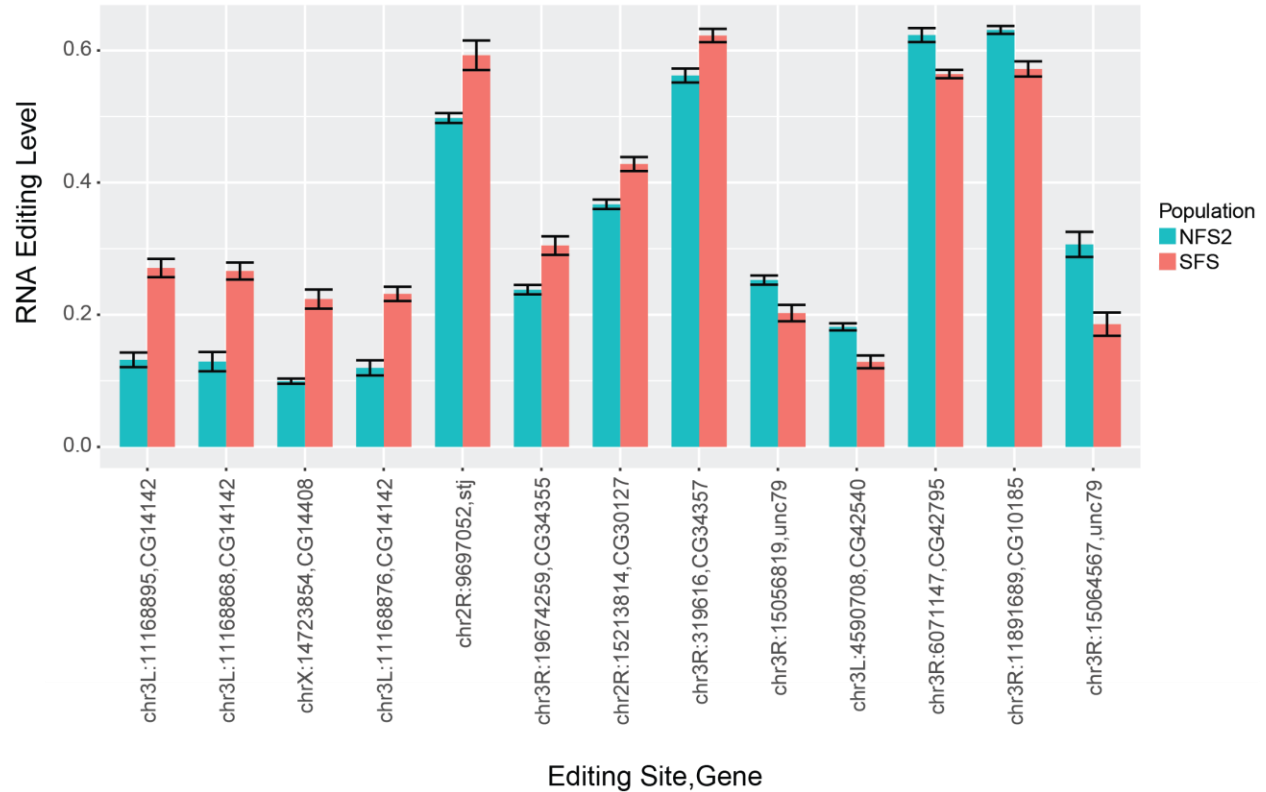

**Supplementary Figure 11: Significantly differentially edited sites between NFS2 and SFS flies identified from mmPCR-seq data.** Barplot showing the average editing levels of the NFS2 (turquoise) and SFS (red) fly lines for significant sites identified between these two populations from mmPCR-seq (t-test, FDR-adjusted p-value < 0.05, editing level difference  $\geq$  5%). Error bars represent standard error of the mean. The number of fly lines represented for each site per population ranges from 3 to 5 for NFS2 and 12 to 16 for SFS; see Supplementary Data 6.

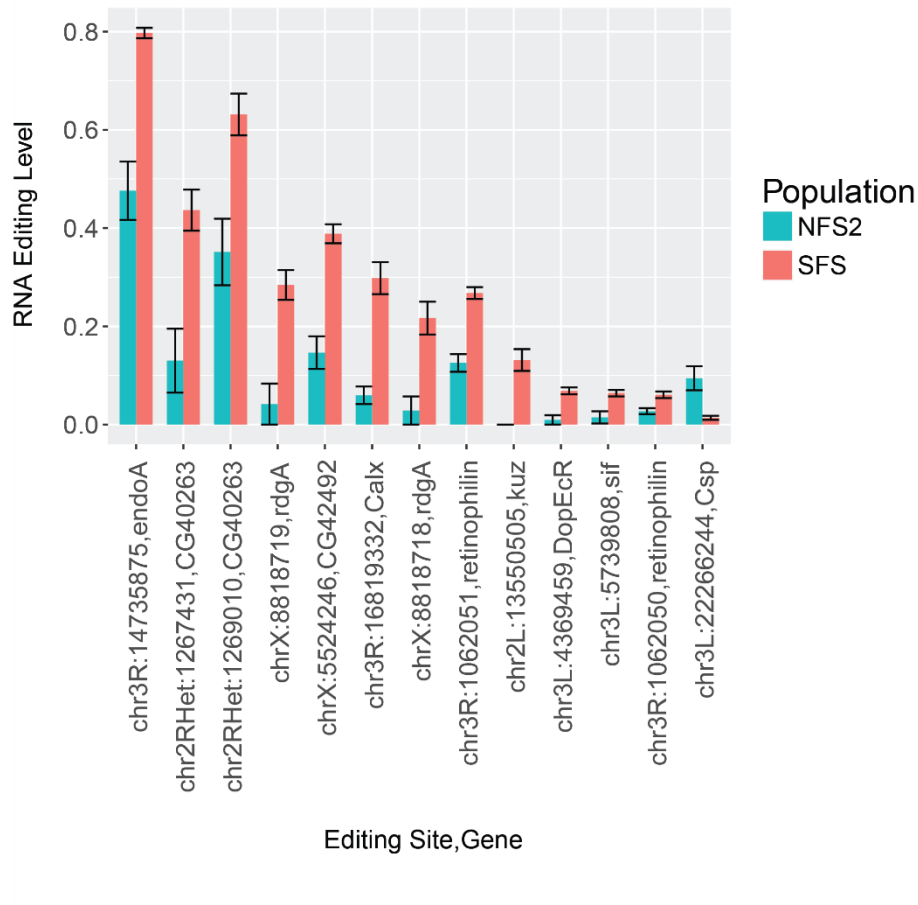

**Supplementary Figure 12: Significantly differentially edited sites between NFS2 and SFS flies identified from head RNA-seq data.** Barplot showing the average editing levels of the NFS2 (turquoise) and SFS (red) fly lines for significant sites identified between these two populations from head RNA-seq (FDR-adjusted p-value < 0.05). Error bars represent standard error of the mean. The number of fly lines represented for each site per population ranges from 3 to 5 for NFS2 and 14 to 16 for SFS; see Supplementary Data 7.

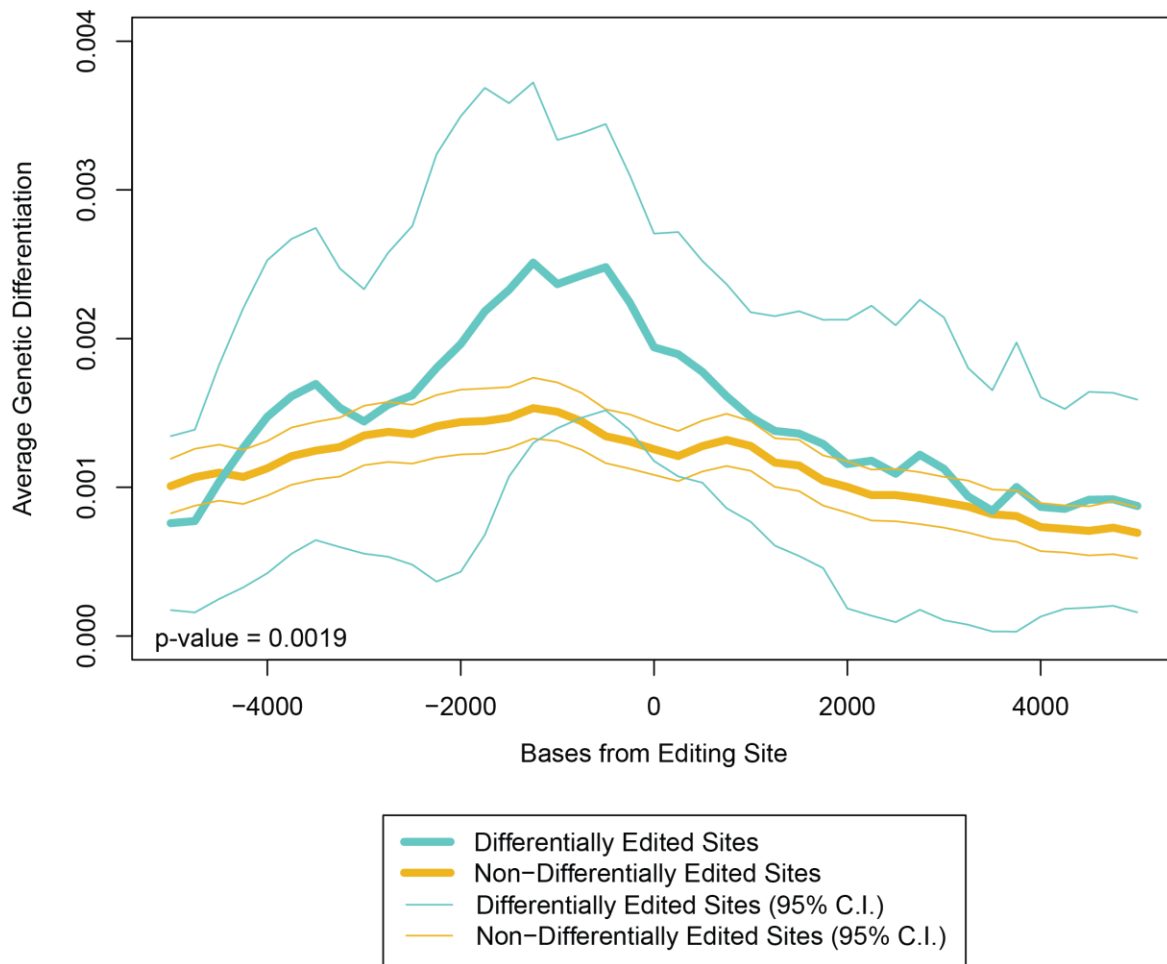

**Supplementary Figure 13: Increased genetic differentiation around differentially edited sites between the NFS2 and SFS fly populations.** Plot showing significant enrichment of differentiated SNPs near significantly differentially edited sites (turquoise) compared to non-differentially edited sites (gold) between the NFS2 and SFS fly populations, along with the 95% confidence interval (p-value = 0.0019, one-sided KS test).

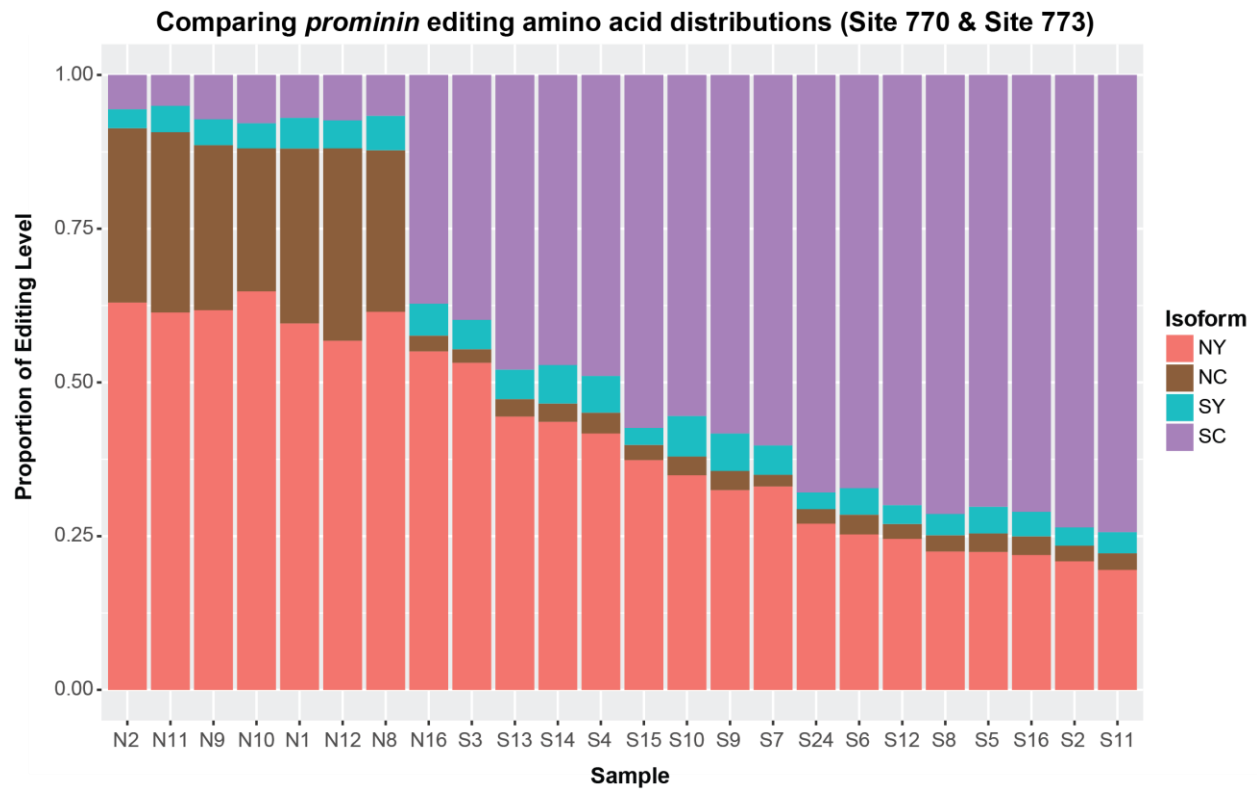

**Supplementary Figure 14: Comparing *prominin* editing amino acid distributions for the NFS1 and SFS fly populations.** The proportion of the different *prominin* editing isoforms for NFS1 and SFS fly lines, using editing levels from the 25°C mmPCR-seq data, and ordered from lowest to highest editing of site 770. Editing levels for each fly line represent the average of two single flies (biological replicates). “NY” (red) represents both site 770 and site 773 unedited, “NC” (brown) represents site 770 unedited and site 773 edited, “SY” (turquoise) represents site 770 edited and site 773 unedited, and “SC” (purple) represents both site 770 and site 773 edited.

|                  | chr2R:20307730                                  | chr2R:20307684 | chr2R:20306800                                  | chr2R:20306754 |
|------------------|-------------------------------------------------|----------------|-------------------------------------------------|----------------|
|                  | SNP                                             |                | Site 773                                        | Site 770       |
| D. melanogaster  | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. simulans      | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. sechellia     | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. yakuba        | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. erecta        | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCTCC          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. biarmipes     | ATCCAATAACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. suzukii       | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. ananassae     | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCTCC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. bipectinata   | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCTCC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. eugracilis    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CTCC           | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. elegans       | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCAC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. kikkawai      | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. takahashii    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. rhopalao      | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCAC          | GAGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. ficusphila    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCCG          | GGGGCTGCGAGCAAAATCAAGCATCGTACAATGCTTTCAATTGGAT  |                |
| D. pseudoobscura | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCGC          | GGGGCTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| D. persimilis    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCGC          | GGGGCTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| D. miranda       | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCGC          | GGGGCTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| D. willistoni    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCT           | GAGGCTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| D. virilis       | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCC           | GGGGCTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| D. mojavensis    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCAC          | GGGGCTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| D. albomicans    | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | AGAACACTTCC    | =====                                           |                |
| D. grimshawi     | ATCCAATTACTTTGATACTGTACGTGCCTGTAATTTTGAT-TG---- | CCCTC          | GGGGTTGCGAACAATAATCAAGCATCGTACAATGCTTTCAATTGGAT |                |
| M. domestica     | =====                                           |                | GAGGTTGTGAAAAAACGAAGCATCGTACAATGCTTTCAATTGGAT   |                |
| A. gambiae       | =====                                           |                | ====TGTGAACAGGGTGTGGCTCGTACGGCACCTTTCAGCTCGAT   |                |
| T. castaneum     | =====                                           |                | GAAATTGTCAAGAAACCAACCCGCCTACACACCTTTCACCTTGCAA  |                |

**Supplementary Figure 15: Conservation of the predicted *prominin* ECS and editing stem region.** Comparing the sequences of the predicted *prominin* ECS and editing stem region between 26 *Drosophila* and related insect species. The SNP that is correlated with *prominin* editing levels is highlighted in yellow, while the two editing sites are highlighted in blue.

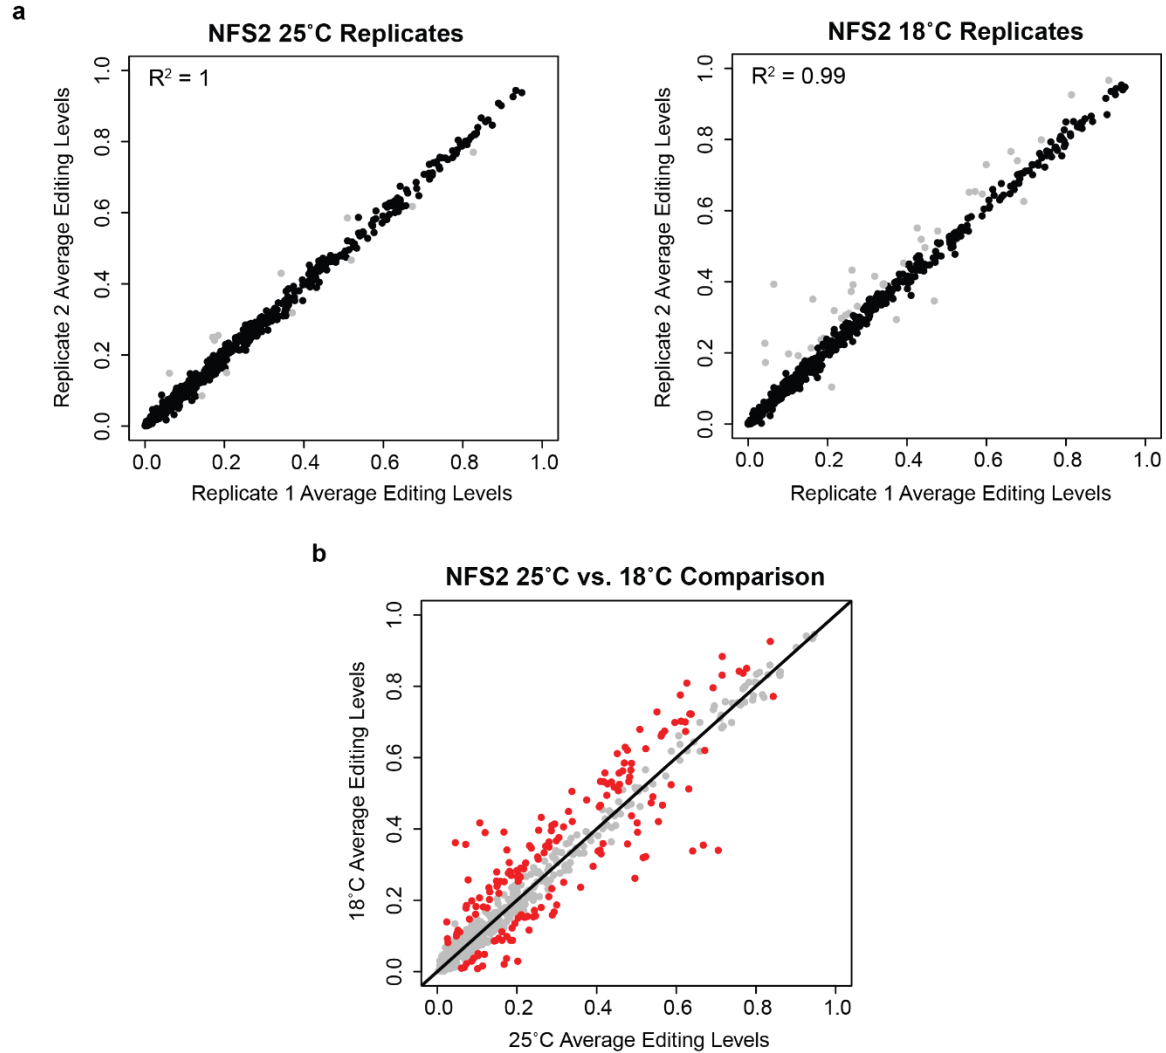

**Supplementary Figure 16: Temperature regulation of RNA editing in the NFS2 fly population.** (a) Scatterplots comparing average biological replicate 1 and replicate 2 mmPCR-seq editing levels for NFS2 flies at 25°C and at 18°C. Gray points represent sites with > 5% editing level differences between replicates. (b) Scatterplot comparing the average editing levels of NFS2 flies between 25°C and 18°C. Red dots represent sites with > 5% editing level difference between the temperatures, and FDR-adjusted p-value < 0.05 (t-test). The number of fly lines represented for each of these sites per population ranges from 3 to 5 for NFS2 and 3 to 16 for SFS; see Supplementary Data 8.

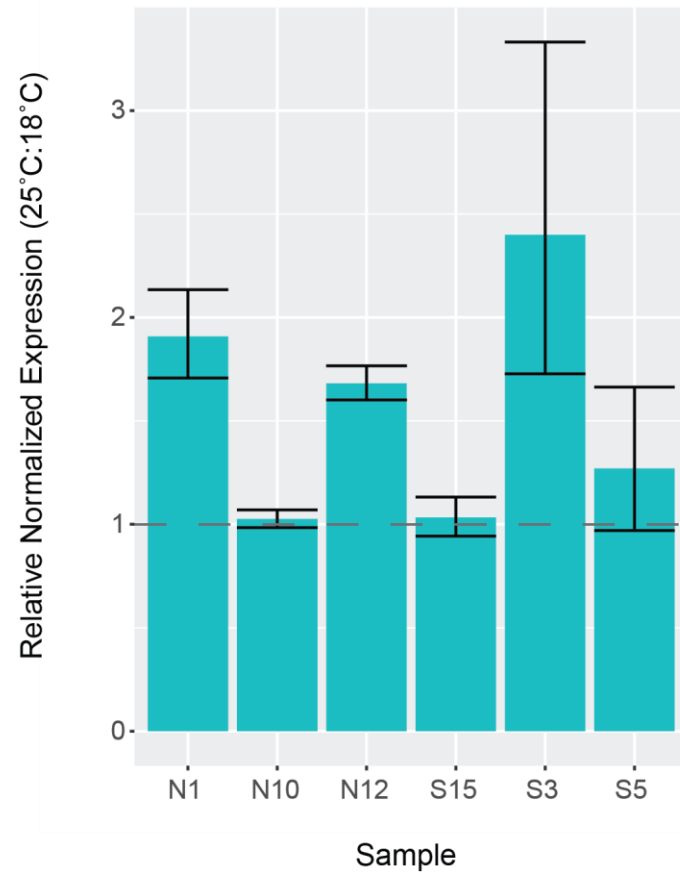

**Supplementary Figure 17: Temperature regulation of *Adar* gene expression.** Scatterplot comparing average *Adar* gene expression at 25°C versus 18°C for six Evolution Canyon lines. Error bars represent standard error of the mean of the two biological replicates tested per sample and per temperature condition.

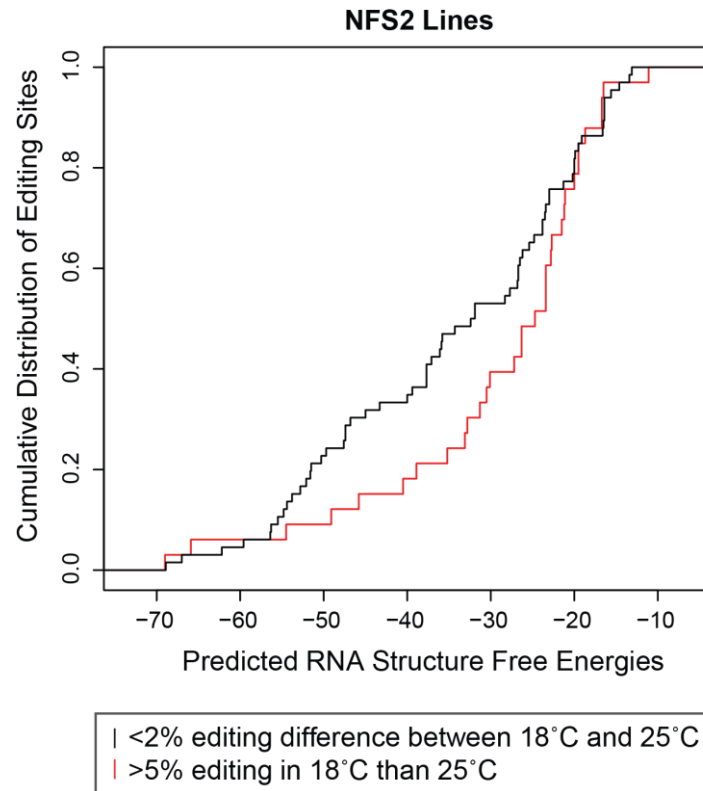

**Supplementary Figure 18: Predicted RNA structure free energies for sites affected and not affected by temperature in the NFS2 fly population.** For NFS2 flies, plot comparing predicted RNA structure free energy levels for sites that show < 2% editing level difference between 18°C and 25°C (black), and sites that show > 5% editing at 18°C than 25°C (red) (p-value = 0.054, one-sided KS-test).

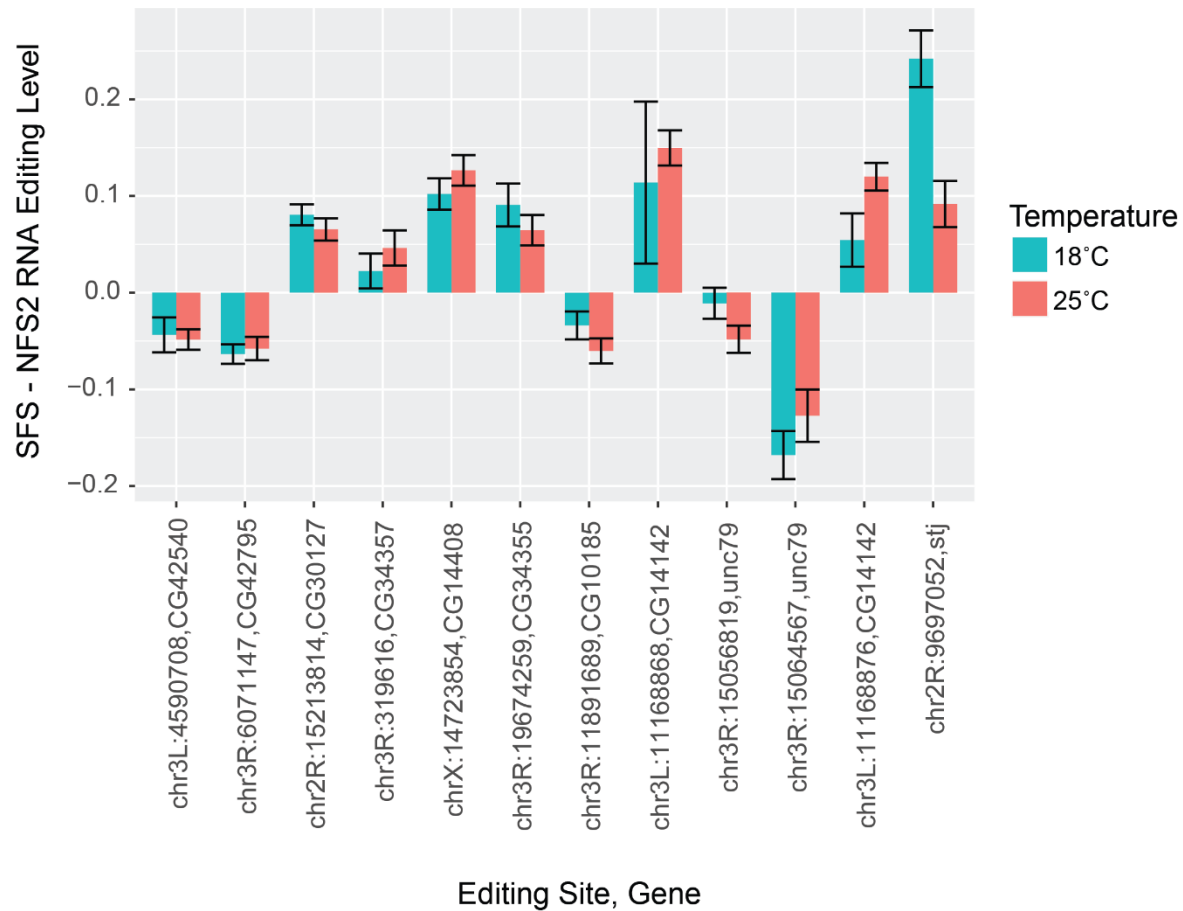

**Supplementary Figure 19: Comparing genetic and temperature regulation of RNA editing in the NFS2 and SFS fly populations.** For the differentially edited mmPCR-seq sites shown in Supplementary Figure 11 that had adequate coverage for samples at 18°C (see Methods for details), comparing average editing level differences between the SFS and NFS2 fly populations at 18°C (turquoise) and 25°C (red). Error bars represent standard deviation. The number of fly lines represented for each of these sites per population ranges from 3 to 5 for NFS2 and 15 to 16 for SFS; see Supplementary Data 9.

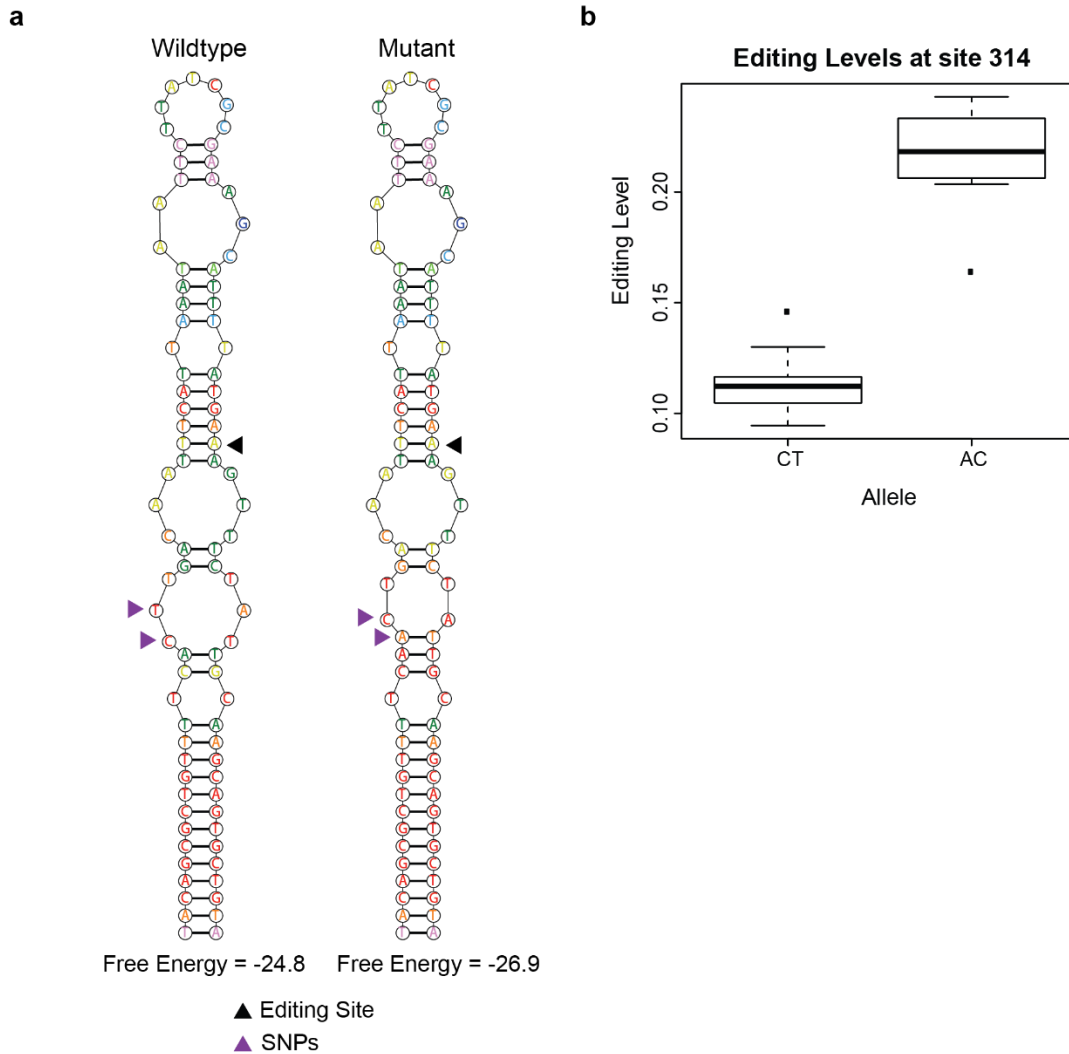

**Supplementary Figure 20: Two SNPs in the ECS of *falafel* are associated with its editing levels.** (a) RNA structure predictions and corresponding free energies for *falafel* editing site 314 (chr3R:9518314) and its corresponding ECS, for both wildtype *falafel* and with SNPs in the *falafel* ECS that are correlated with the site's editing levels. (b) Boxplot showing editing levels for *falafel* site 314 for 8 Evolution Canyon fly lines with wildtype alleles and 24 Evolution Canyon fly lines with mutant alleles.

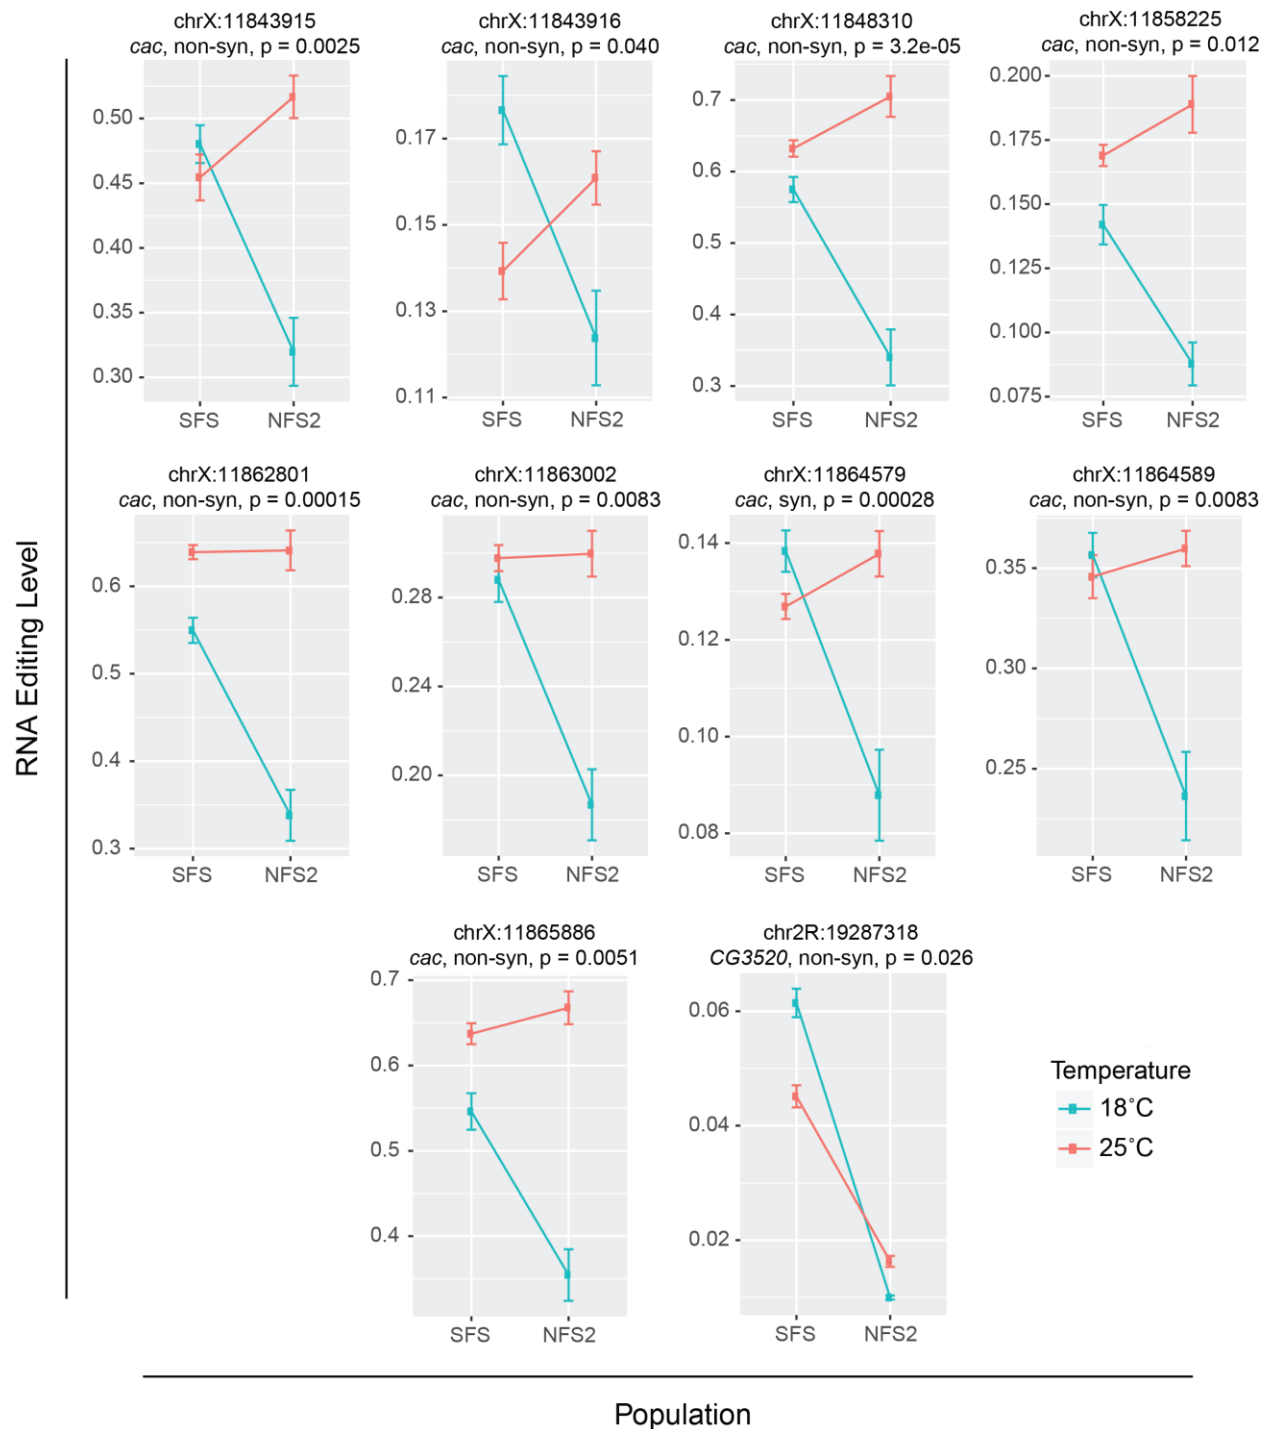

**Supplementary Figure 21: Editing sites with significant interactions between genetics and environment in the NFS2 and SFS fly populations.** Plots showing editing levels of sites that display a significant interaction (adjusted p-value < 0.05) between genetics and environment. Editing levels at 18°C are shown in turquoise and at 25°C are shown in red. The gene containing the editing site, annotation of the editing site, and p-values are listed for each site (p-values represent FDR-adjusted p-values, ANOVA test). Error bars represent standard error of the mean. The number of fly lines represented for each of these sites per population is 5 for NFS2 and 14 for SFS; see Supplementary Data 10.

# Supplementary material for: Regulation of gene expression and RNA editing in Drosophila adapting to divergent microclimates
**Source:** Nat Commun. 2017 Nov 17;8:1570. doi: 10.1038/s41467-017-01658-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Locations of selective sweeps in the NFS1, NFS2, and SFS fly populations from Evolution Canyon.

**File Name:** Supplementary Data 2

**Description:** Significantly differentially expressed genes between the NFS1 and SFS and between the NFS2 and SFS fly populations in head and whole body tissue.

**File Name:** Supplementary Data 3

**Description:** SNP enrichment in the genes and promoter regions (1kb upstream of transcription start site) of significantly differentially expressed genes between the NFS2 and SFS fly populations.

**File Name:** Supplementary Data 4

**Description:** Top 0.5%  $F_{st}$  SNPs between the NFS1 and SFS and between the NFS2 and SFS fly populations that also occur in selective sweeps in those respective populations.

**File Name:** Supplementary Data 5

**Description:** Top 0.5%  $F_{st}$  SNPs that occur in the genes or promoter regions (1kb upstream of transcription start site) of significantly differentially expressed genes between the NFS1 and SFS and between the NFS2 and SFS fly populations, as well as in selective sweeps in those respective populations.

**File Name:** Supplementary Data 6

**Description:** Significantly differentially edited sites (FDR-adjusted p-value < 0.05) between the NFS1 and SFS populations and between the NFS2 and SFS fly populations, identified through mmPCR-seq.

**File Name:** Supplementary Data 7

**Description:** Significantly differentially edited sites (FDR-adjusted p-value < 0.05) between the NFS1 and SFS populations and between the NFS2 and SFS fly populations, identified through RNA-seq of head tissue.

**File Name:** Supplementary Data 8

**Description:** Significantly differentially edited sites (FDR-adjusted p-value < 0.05 and editing level difference > 5%) between flies raised at 18°C and 25°C in the NFS1, NFS2, and SFS fly populations.

**File Name:** Supplementary Data 9

**Description:** Editing level differences between NFS1 and SFS and between NFS2 and SFS at both 18°C and 25°C, for significantly differentially edited sites (FDR-adjusted p-value < 0.05 and editing level difference ≥ 5%) between those respective populations at 25°C.

**File Name:** Supplementary Data 10

**Description:** Editing sites that show significant interactions (FDR-adjusted p-value < 0.05) between genetics and environment in the NFS2 and SFS fly populations.

How the deposited data were processed for this re-analysis (not part of the article)

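The values used are those the authors deposited. For each fly and known editing site they are counts, the reads with G and all reads at the site, and the editing level as the fraction of reads with G, which the authors computed from these counts and rounded to 3 decimals at 25 °C. According to the methods of the authors, primer sequence was trimmed, reads were mapped with BWA to BDGP R5 (dm3) with splice junctions, and sites came from the RADAR collection. The authors set no minimum depth in these files, and depths go down to 1 read. Nothing was mapped again here.

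The 25 °C libraries come in 2 mappings, of long reads and of reads trimmed to the length used at 18 °C. The long mapping served all comparisons within 25 °C. The trimmed mapping served the temperature contrasts, the interactions and the population sites followed at both temperatures. Counts of population sites at 25 °C set beside those at 18 °C come from the long mapping. So do the 25 °C signs of the depth batches and the depth to which 18 °C reads were thinned. Populations and carriers of the SNP in the editing complementary sequence (ECS) of prominin were taken from the paper, and replicate numbers from the sample titles. Line S14 was sequenced on another instrument at 25 °C, and leaving it out is among the alternatives. The paper's removal of sites that overlap SNPs could not be repeated without the genotypes. Whole-genome sequencing, RNA-seq and the edited flies of the prominin experiment were not analysed here.

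A line's value is the mean editing level of its 2 flies, where both have at least 50 reads and differ by less than 0.2. Sites need 3 lines per group, and sites under 0.02 in all lines are left out, as is the site the paper excludes. Each comparison was fitted with limma 3.58.1 in R 4.3.3 on the fraction scale, with Storey q values written anew because the qvalue package was not installed. The threshold is q under 0.05, or 0.1 for the interaction of NFS1 and SFS, and temperature contrasts also need a difference above 0.05. Single-site and PCA tests are exact permutation tests over lines, or 100000 random permutations where the number of arrangements is too large (seeds 1, 2 and 7). Single-fly shares carry 95% Wilson intervals. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and statmod 1.5.0 gave the correlation between flies of a line.

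On simulated data with 200 sites shifted by 10 points, the test of NFS1 and SFS recovered 93.5% of them with 7% false calls. For NFS2 and SFS it recovered 88% (4.3% false), for the temperature contrast in NFS1 93.5% (0.5%), for the 2 interactions 96.5% (9.8%) and 90.5% (3.2%), and for NFS3 and SFS 87.5% (3.8%). In the simulation the 2 flies of a line shared 1 true level, and all groups had the mean and SD of the second group. Sites were drawn independently, without a depth batch, and smaller shifts were not simulated. The rates therefore hold for that setting and may be worse in the real data.

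The named sites are those the paper names in its text or in Fig. 3a, Fig. 5e, Supplementary Figs. 11 and 21 or Supplementary Tables 1 and 2, and the 5 sites with the largest difference past the threshold in each comparison whose sign is the same in the flies numbered 1 and those numbered 2. Gene names come from the paper. The alternatives set in advance are minimum depths of 20 and 100 reads, no limit on the difference between flies, no filter on low editing, Benjamini-Hochberg adjustment, a separate test per site, a quasi-binomial model of the reads, the arcsine scale, read-weighted means, single flies with a replicate block, each replicate number alone, pairing by line, no minimum difference, 1 site per cluster within 100 bases, the trimmed 25 °C mapping, sites scaled to unit variance in the PCA, and leaving out lines S13, S14, the NFS1 line without the ECS SNP (at prominin only), or each NFS2 line.

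Further alternatives were added after seeing the data. Variant-like sites, where a fly at 25 °C lies more than 0.3 above the median of all flies, were left out. Limits of 0.2, 0.25 and 0.4 were tried as well, and 0.3 was kept after the variance shares of the PCA had been compared with those of the paper. Depth batch, with a limit of 400000 reads set after the depths and Supplementary Fig. 7b had been seen, was used as a covariate. Reads at 18 °C were thinned to the 25 °C depth in 20 draws. Each comparison was also repeated on 100 splits of its lines with the groups exchanged at random, the real one included.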

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

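The tests of counting error in line N16, of read depth at the cacophony sites, of the other cacophony site and of batches at the cacophony sites were chosen before their result was seen, and all other tests in this part only after the result was seen.

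In NFS1 and NFS2, the line farthest from the others was examined by Dixon's ratio at the 5% level for every named site and temperature. This singled out 18 of 168 groups, where 8.4 would be expected by chance alone.

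Of these, 3 concern N16. At prominin site 770, position 20306770 of chromosome 2R, N16 had 42.1% at 25 °C and 60.1% at 18 °C, far above the other NFS1 lines, and at position 4590708 of chromosome 3L it had 21.7% at 18 °C. Counting error at low depth is excluded for site 770, since 2 of its 2 flies have a Wilson interval above that of the highest other NFS1 fly. Whether N16 is a mislabelled or mixed sample stays open, because N16 lies nearer SFS at 9 of 19 other sites compared and nearer NFS1 at 10. These 19 are not all the sites that separate the populations, since 48 sites differ between NFS1 and SFS without N16. Neighbouring sites were counted singly, such as CG14142 positions 11168868, 11168876 and 11168895, all nearer SFS. N16 is also the NFS1 line without the ECS SNP. Line N12, a carrier, has 1 fly at 18 °C with 41.4% at site 770, and its flies are too far apart for a line value, so it is not among the lines N16 was compared with there. The cause of the level of that fly was not tested.

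In NFS2 at 25 °C, 7 values come from line N3. They are 1.10% at position 19287318 of chromosome 2R, 32.4% at 1337783 and 52.1% at 16859660 of chromosome 3R, and 55.2%, 26.0%, 32.5% and 59.2% at the cacophony positions 11862801, 11863002, 11864589 and 11865886 of chromosome X. N3 is the lowest NFS2 line at these cacophony sites. At 18 °C in NFS2, N7 stood apart with 31.3% at 15213814 of chromosome 2R and 29.7% at 4212460 of chromosome 3R, and N4 with 29.8% at 15064567 and 13.5% at 19674259 of chromosome 3R. In NFS1 the remaining values are N8 with 0.0745% at 1609982 of chromosome 2L and N1 with 68.6% at 6009458 of chromosome X, both at 18 °C, and N11 with 41.3% at 11848310 and N12 with 15.9% at 6003904 of chromosome X at 25 °C. The cause of these was not tested.

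Some results differ between populations. The change from 25 to 18 °C at falafel position 9518314 differs by -5.55 points between NFS1 and SFS. In 6 of the 100 splits of the lines at least as many interaction sites appeared as in the real grouping, which has 1, so the count from the fit without pairing is no larger than regrouping the lines can give. Paired by line, 11 sites passed, and in 1 of the 100 splits, the real one, as many appeared (at most 3 in the others). This second count of splits was added after the first had been seen. The population difference changes with temperature at 4 of the 21 sites of the NFS1 comparison and at 2 of the 12 of the NFS2 comparison, and at CG3520 the change differs by -2.26 points between NFS2 and SFS. The 21 and 12 sites were chosen for their difference at 25 °C, which favours a smaller one at 18 °C.

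The change differs between NFS2 and SFS at 9 cacophony sites. In 1 of the 100 splits, the real one, as many interaction sites appeared. Paired by line, 12 sites passed, and in 2 of the 100 splits, the real one included, as many appeared, with 45 in 1 of them. Lower editing across all sites of the NFS2 libraries at 18 °C is excluded, since the median interaction over the sites outside cacophony is -0.144 points. Few reads at these sites in NFS2 at 18 °C are excluded too, as the lowest line has 1261 reads there. At 25 °C the lowest line has 220 reads, and with at least 100 reads per fly all 9 sites stay negative. A shift shared by the whole cacophony transcript stays open, because only 1 other site was tested in the span. That site is negative too, with -1.10 points and unadjusted p under 0.05 in the interaction fit. A sequencing or library batch that lowers sites across the NFS2 libraries is argued against by the 691 sites outside cacophony. Of these, 380 are negative, with the median of -0.144 points given above. A batch acting on the cacophony sites alone stays open. All 18 values within the depth batches at 25 °C are negative, but the sites were selected over the same lines. No batch is known at 18 °C. Since such a batch remains, the pattern is not called biological here. The shared shift bears only on whether the 9 sites moved singly.

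Comparisons the paper does not count gave 84 sites between NFS1 and SFS and 38 between NFS2 and SFS at 18 °C, and 9 between NFS3 and SFS and 25 between NFS3 and NFS1 at 25 °C. Unadjusted p was under 0.05 at 151, 116, 61 and 94 sites. For each of the 4 comparisons, 1 of the 100 splits, the real one, gave as many sites. At 18 °C the largest named difference between NFS1 and SFS in a gene is prominin site 770 (-54.3 points, q = 1.19e-06), and for NFS2 it is straightjacket (-24.2 points, q = 0.0300).

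All 9 sites of NFS3 and SFS are lower in NFS3, among them Dynein heavy chain at 93AB at position 16861033 (-22.5 points, q = 0.0445) and CG42795 at position 6071147 (-10.5 points, q = 0.00372). Lower editing across all sites of the NFS3 libraries may add to the common direction, since 64.7% of the other sites are lower in NFS3 as well. With a median of -0.320 points over these 669 sites, it is too small to account for the size of the 2 differences named. Mean editing was 21.9% in the 3 NFS3 lines and 22.8% in the 16 SFS lines (exact permutation p = 0.0196, adjusted p = 0.118). Sequencing batch stays open for NFS3. The differences keep their sign in all 18 values within the depth batches, but the shallow batch holds 1 NFS3 line. The sites were also selected over the same lines, which favours equal signs.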

How the results depend on the processing

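The alternatives with variant-like sites left out, the depth covariate and the thinned reads were chosen only after the result was seen, and all others were fixed in advance. For every change listed here the cause was not tested.

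For the answers to the comparisons, 20 results were recomputed under the alternatives, giving 377 values. Of these, 338 stayed within the limits set for a change, 35 counts moved, 4 became weaker and 0 reversed. For named sites and directions, 2059 of 2246 values stayed the same, 58 moved, 112 became weaker, 17 stronger and 0 reversed. Counts and variance shares could only stay or move, and PC1 was oriented so that NFS1 is higher, so none of these could reverse. Only differences at single sites could, among them 1739 values at named sites, of which 0 did.

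With 1 site per cluster, NFS1 and SFS at 25 °C kept 25 sites, NFS2 and SFS 5 (4 of them at least 5 points apart), and NFS2 and SFS at 18 °C 25. The temperature sites became 112 in NFS1, 100 in SFS and 110 in NFS2, with 84 shared by NFS1 and SFS and 78 by all 3. Without a minimum difference they were 491, 514 and 431, with 407 and 340 shared.

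With a separate test per site, NFS2 and SFS gave 41 sites at 25 °C (17 at least 5 points apart) and 100 at 18 °C, and NFS3 and NFS1 gave 14. A quasi-binomial model of the reads gave 48 for NFS3 and NFS1. Single flies with a replicate block gave 58 for NFS2 and SFS at 18 °C, against 38 without it. Pairing by line gave 11 interaction sites for NFS1 and SFS, and among them falafel had q = 0.0360.

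Leaving out each replicate number, and each NFS2 line where NFS2 is compared, gave 8 to 12 sites for NFS2 and SFS at 25 °C, 0 to 1 interaction sites for NFS1 and SFS, 2 to 10 for NFS2 and SFS, 34 to 69 sites for NFS1 and SFS at 18 °C, 18 to 32 for NFS2 and SFS at 18 °C, and 6 to 16 for NFS3 and NFS1. Without line S14 the interaction of NFS2 and SFS gave 11 sites, and without line S13 the comparisons at 18 °C gave 85 for NFS1 and SFS and 46 for NFS2 and SFS. NFS3 lines were not left out in turn, because 2 lines fall under the minimum of 3. Among the alternatives added after seeing the data, the depth covariate gave 20 sites for NFS2 and SFS at 25 °C, and thinned reads gave 48.5 for NFS1 and SFS at 18 °C.

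The separation of NFS1 on PC1 was 0.166 with no limit on the difference between flies (exact permutation p = 0.567), 4.15 with sites scaled to unit variance (exact permutation p = 0.261), and 0.135 to 0.202 with flies of 1 replicate number left out (exact permutation p = 0.642 and 0.495). In these settings NFS1 stood apart on another component, PC2 with no limit (exact permutation p = 2.85e-07), with scaled sites (1.90e-07) and without the flies numbered 2 (2.91e-05), and PC3 without the flies numbered 1 (3.70e-05). Without line S14 the separation on PC1 was 0.2998 (exact permutation p = 0.0299), and NFS1 stood apart more on PC2 (6.34e-07). In the flies raised at 18 °C it was 0.176 on PC1 (exact permutation p = 0.0580), and again clearer on PC2 (7.61e-06).

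With limits of 0.2, 0.25, 0.3 and 0.4 for variant-like sites, 39, 27, 21 and 17 sites were left out. The comparison of NFS1 and SFS at 25 °C then gave 50, 52, 51 and 51 sites, and that of NFS2 and SFS 11, 11, 10 and 10.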

Differences from the paper's values

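For NFS2 and SFS at 25 °C the paper states 34 differentially edited sites, and 13 were found here. Among the alternatives set before the data were examined, only the separate test per site, the kind of test the paper names, comes within the limit of the paper's count, with 41 sites. The others do not. The trimmed mapping gave 10, Benjamini-Hochberg adjustment 13, the arcsine scale 11, minimum depths of 20 and 100 reads 13 and 13, no filter on low editing 12, no limit on the difference between flies 13, the quasi-binomial model 19, read-weighted means 13, the replicate block 15, 1 site per cluster 5, no line S14 12, each replicate number left out 9 and 12, and each NFS2 line left out 11, 9, 10, 8 and 8. All 34 sites of the paper's list had unadjusted p under 0.05 here, and 10 of the 34 are among the 13.

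For NFS1 and SFS the counts are the same, 51, but 39 sites are in both lists. All 51 of the paper's sites had unadjusted p under 0.05 here, with q up to 0.131.

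The temperature counts, their overlaps, the interaction sites, the variance shares and the site-level differences stayed within the limits set for a difference. The paper's lists of temperature sites are contained in those found here, except for 1 of the 166 sites in SFS. The 10 interaction sites of NFS2 and SFS are the same.

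The paper states that the falafel site passes at a 10% threshold, and it does so here, but with single flies and a replicate block its q is 0.205, and without the flies numbered 1 it is 0.833. The paper ties PC2 to the time of sequencing. Here PC1, PC2 and PC3 all differ between shallow and deep lines. With variant-like sites left out, the depth groups differ on PC2 (permutation p = 1e-05). On PC1 and PC3 the permutation p is then 0.0778 and 0.667. Whether depth stands for the time of sequencing is not known.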

Other observations

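All tests in this part were chosen only after the result was seen, apart from the depth split at 18 °C, which was written down first.

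At 25 °C, splitting the same lines by sequencing depth gives more sites than splitting them by population. Over the NFS1 and SFS lines, 188 of 713 sites differ between 8 shallow and 16 deep lines, 138 of them higher in shallow lines, against 51 by population, and 5 sites are in both lists. Over the NFS2 and SFS lines it is 161 of 720 sites for 6 and 15 lines, against 13, with 0 shared. Within SFS alone, 105 of 691 sites differ between 4 shallow and 12 deep lines. The larger counts do not make depth batch and population the same, since each population has lines of both depths. The lists hardly overlap and, with depth batch as a covariate, 58 and 20 sites still differ by population. For lasting differences between the lines with shallow and deep libraries, the same split at 18 °C gives 0 sites (59 at unadjusted p under 0.05), so the differences do not return in similar number. But 130 of 166 sites keep their sign there, and 71 of 92 within SFS, so smaller lasting differences are not excluded. For NFS1 and SFS, 100 of 100 site differences within the depth batches keep their sign, but the sites were selected for their difference over the same lines, and whether the depth batches are the sequencing batches is not known. With the trimmed mapping at 25 °C, 49 NFS1 and SFS sites were past the threshold and tested at both temperatures. At 18 °C, in other flies and another run, 48 of the 49 kept their sign. Of these 49 sites, 30 were also past the threshold there. This argues against a batch of the 25 °C libraries alone as the cause of these sites. A batch shared by the same lines at both temperatures stays open.

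Splits of the lines at random were counted with the real one included. For NFS1 and SFS and for NFS2 and SFS at 25 °C, 1 of the 100 splits gave as many sites as the real one. The same holds for the temperature contrast in NFS1 and in SFS, with 1 of the 100 splits each. For NFS2 the temperature contrast has 16 possible splits with lines kept whole, and 1 of the 16 splits gave as many, so this test could not have reached a share under 0.05.

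More sites differ between populations at 18 °C than at 25 °C, 84 against 51 for NFS1 and 38 against 13 for NFS2. The 25 °C counts come from the long mapping. With variant-like sites left out the counts were 66 against 51 for NFS1 and 36 against 10 for NFS2. For NFS1 the excess depends on the flies used. Without the flies numbered 1 it was 34 against 35, and without those numbered 2 it was 69 against 35. Deeper sequencing at 18 °C may account for the NFS1 excess, since thinned reads give a median of 48.5 sites over 20 draws (38 to 64). Deeper sequencing is excluded as the whole cause for the NFS2 excess, where thinned reads give 32.5 (29 to 41). A separate 25 °C fit on the trimmed mapping gave 49 NFS1 sites and 10 NFS2 sites that were also tested at 18 °C. Of the 49, 30 were also past the threshold at 18 °C and 48 kept their sign. Of the 10, 7 were and 10 did. In the other direction, 72 of the 81 sites past the threshold at 18 °C had the same sign at 25 °C for NFS1, and 27 of the 36 for NFS2.

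Strain variants at the sites were examined for the NFS2 comparison. Position 2259941 of chromosome 3L is at 99.9% in NFS2 and position 25682017 of chromosome 3R at 2.06%. Among the 13 sites, only these positions are variant-like, and with all variant-like sites left out of the fit 10 sites remain. The rule finds only flies far above the median of all flies. It misses variants with smaller jumps and variants that lower the level, and the genotypes were not used here. Whether strain variants account for others of the 13 sites therefore stays open.

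For PC1, leaving out variant-like sites, which takes the PCA from 548 to 542 sites, gives a variance share of 19.9% and separates NFS1 with a lower p (exact permutation p = 1.90e-07). The depth groups then differ on PC2 (permutation p = 1e-05) and less on PC1 (permutation p = 0.0778). With the 4 limits tried the share was 19.8 to 20.4%, and NFS1 stayed apart on PC1 with each, so its separation does not rest on sites of this kind. Strain variants at the sites with smaller jumps were not tested, as the genotypes were not used here.

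More sites are higher than lower at 18 °C. This contrast already uses 25 °C reads trimmed to the length used at 18 °C. Between the mappings of the same 25 °C libraries, 15 of the 183 NFS1 sites move by over 5 points. That shift cannot decide the direction of the contrast, since the long mapping is not part of it. Sequencing run and read format stay open, because 0 libraries at 18 °C have values from the format used at 25 °C, and humidity changes with temperature as well.

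In the carriers of the ECS SNP, site 770 falls further than site 773 (11.0% and 34.2%), and the 2 sites no longer vary together, while in lines without it they have nearly equal levels. With 7 carriers of narrow range this stays a description.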
